# The right ventricular fibroblast secretome drives cardiomyocyte dedifferentiation

**DOI:** 10.1371/journal.pone.0220573

**Published:** 2019-08-02

**Authors:** Danielle R. Bruns, Philip D. Tatman, Roshni S. Kalkur, R. Dale Brown, Kurt R. Stenmark, Peter M. Buttrick, Lori A. Walker

## Abstract

**Rationale:**

In virtually all models of heart failure, prognosis is determined by right ventricular (RV) function; thus, understanding the cellular mechanisms contributing to RV dysfunction is critical. Whole organ remodeling is associated with cell-specific changes, including cardiomyocyte dedifferentiation and activation of cardiac fibroblasts (Cfib) which in turn is linked to disorganization of cytoskeletal proteins and loss of sarcomeric structures. However, how these cellular changes contribute to RV function remains unknown. We’ve previously shown significant organ-level RV dysfunction in a large animal model of pulmonary hypertension (PH) which was not mirrored by reduced function of isolated cardiomyocytes. We hypothesized that factors produced by the endogenous Cfib contribute to global RV dysfunction by generating a heterogeneous cellular environment populated by dedifferentiated cells.

**Objective:**

To determine the effect of Cfib conditioned media (CM) from the PH calf (PH-CM) on adult rat ventricular myocytes (ARVM) in culture.

**Methods and results:**

Brief exposure (<2 days) to PH-CM results in rapid, marked dedifferentiation of ARVM to a neonatal-like phenotype exhibiting spontaneous contractile behavior. Dedifferentiated cells maintain viability for over 30 days with continued expression of cardiomyocyte proteins including TnI and α-actinin yet exhibit myofibroblast characteristics including expression of α-smooth muscle actin. Using a bioinformatics approach to identify factor(s) that contribute to dedifferentiation, we found activation of the PH Cfib results in a unique transcriptome correlating with factors both in the secretome and with activated pathways in the dedifferentiated myocyte. Further, we identified upregulation of periostin in the Cfib and CM, and demonstrate that periostin is sufficient to drive cardiomyocyte dedifferentiation.

**Conclusions:**

These data suggest that paracrine factor(s) released by Cfib from the PH calf signal a phenotypic transformation in a population of cardiomyocytes that likely contributes to RV dysfunction. Therapies targeting this process, such as inhibition of periostin, have the potential to prevent RV dysfunction.

## Introduction

In a number of animal models, inflammation contributes to the progression of left ventricular heart failure (HF) and in patients with left ventricular (LV) failure, the severity of HF correlates with plasma levels of inflammatory cytokines [1, 2]. In some studies, a direct causal link between LV dysfunction, LV remodeling and expression of pro-inflammatory cytokines, including TNF-α and IL-6, has been established [3, 4] and anti-inflammatory cytokines including interleukin 10 (IL10), thrombospondin-1, and TGF-β1 are reduced in patients with advanced heart failure [5–7]. Although prognosis in virtually all models of heart failure is determined by right ventricular (RV) function [8, 9], there is a relative paucity of biologic information about the cellular mechanisms that contribute to RV dysfunction. Similar to models of LV dysfunction [1, 2], recent information in models of pulmonary hypertension [10, 11] has suggested that biomarkers related to both inflammation and fibrosis, including TGF-β and IL-6 [3, 4], identify those at highest risk for RV deterioration, though how this pro-inflammatory environment leads to muscle deterioration has not been established.

Our group has a longstanding interest in a large animal model of PH and RV pressure overload–the bovine hypobaric hypoxia (HH) model. The HH model demonstrates significant resonance with human disease, and in particular, displays progressive deterioration of RV function [12]. As such it provides a nice context within which to study biologic factors that drive progressive RV dysfunction. However, in this model, isolated single cell mechanics show that individual cardiomyocytes have preserved (or even enhanced) contractility [13] despite whole organ level dysfunction, suggesting that a reductionist approach is inadequate to capture the cellular processes involved in the progressive RV dysfunction. Consistent with this, it has previously been shown that cardiac remodeling, associated with the focal loss of sarcomeric structure and heterogeneous disorganization of cardiac architecture, contributes to the pathogenesis of contractile dysfunction in several cardiac pathologies [14, 15], including in the bovine model of PH [12]. Remodeling is often accompanied by changes in cardiomyocyte expression of sarcomeric and cytoskeletal proteins, resulting in a cellular phenotype resembling the embryonic or neonatal state, with re-expression of the fetal gene program and isoform switching of multiple sarcomeric proteins [16]. These dedifferentiated myocytes, defined in part by their loss of sarcomeric structure and fetal gene expression, have been found in infarction border zones [17], the volume overloaded myocardium, and fibrillating atria [18]. While postulated to be initially protective against cardiac stress, continued activation of cardiomyocyte dedifferentiation is likely maladaptive [19].

In addition to myocyte disarray and dedifferentiation, cardiac remodeling and dysfunction also presents with changes in extracellular matrix composition, a process primarily regulated by cardiac fibroblasts (Cfib). In response to cardiac stress, fibroblasts undergo a phenotype conversion to myofibroblasts which is characterized by hyper-secretion of extracellular matrix components, expression of α-smooth muscle actin (α-SMA), and secretion of bioactive cytokines and growth factors [20]. In the bovine HH model, reprogramming of the fibroblast leads to phenotypic and functional remodeling of the distal pulmonary arterial wall. Together, the myocyte disarray, reduced mechanical coupling and activation of Cfib may all contribute to RV dysfunction.

The role dedifferentiation and myocyte disarray play in RV failure remains unexplored. Thus, we hypothesized that aberrant mechanical coupling of cardiac myocytes driven by expression of a dedifferentiated phenotype, contributes to the reduced ventricular function in this model. Furthermore, we hypothesized that local pro-inflammatory factors secreted by activated fibroblasts in vivo were responsible for the reduced mechanical coupling, resulting in reduced organ level performance.

## Methods

All animal use in this study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and was approved by the respective Institutional Animal Care and Use Committees at the University of Colorado-Denver (rodents) and Colorado State University (neonatal calves).

### Isolation of bovine cardiac tissues

The hypoxic hypobaric calf model of PH has been extensively characterized [21–24] and demonstrates significant RV pressure overload and RV dysfunction [13]. Briefly, neonatal calves were exposed to reduced atmospheric pressures for two weeks, during which time they develop marked PH. Control (CO) calves were housed at ambient Denver altitude. At the time of sacrifice, small 1 cm x 1 cm biopsies from the RV free wall were harvested and either snap frozen, embedded in optimal cutting temperature (OCT) embedding compound for future analysis or used to isolated right ventricular fibroblasts. RV fibroblasts were isolated following enzymatic digestion of bovine RV biopsies as previously described for human biopsies [25].

### Culture of bovine cardiac fibroblasts and generation of conditioned media

Following enzymatic digestion, RV fibroblasts were resuspended in Dulbecco’s modified eagle medium (DMEM) containing 10% fetal bovine serum and 1% streptomycin. Cells were plated and cultured under standard conditions of 37°C and 5% CO_2_. Once confluent, the fibroblasts were extensively washed with serum-free (SF) DMEM, and then were maintained in SF DMEM for 48 hours. After 48 hours, the conditioned media (CM) was collected for use. After collection of CM, fibroblasts were harvested for subsequent experimentation or passaged. For the current experiments, only low passage cells (p2-3) were used.

### Preparation of adult rat ventricular myocytes (ARVM)

Cardiac myocytes were isolated from healthy adult rats as previously described for mice [26]. Briefly, hearts were removed, hung on a Langendorff perfusion system and digested with collagenase at 37*°*. The ventricles were removed, minced and myocytes were liberated by gentle tituration. Cells were filtered through a 45 μm mesh and calcium was slowly reintroduced through a series of washes. Cells were resuspended in ACCT media (Medium 199 with Earle’s salts and 15 mM albumin, 2.5 mM carnitine, 5.8 mM creatinine and 5.0 mM taurine) [27] containing 10% fetal calf serum, plated on glass coverslips or cell culture plates pre-coated with laminin (10 μg/mL) and incubated at 37°C for two hours. After two hours, wells were rinsed with serum-free DMEM media and cells were maintained in the appropriate media (control serum-free DMEM or CM) for up to 45 days in a 5% CO_2_ incubator.

### Myocyte dedifferentiation

In some instances, dedifferentiation of cardiomyocytes was followed using grid-marked coverslips coated with laminin and imaged on an inverted microscope (Nikon TE-2000) with phase contrast objectives. Images were captured with a CCD Spot camera (Diagnostic Instruments) and morphologic analysis was conducted on a minimum of 10 cells/condition.

### qRT-PCR and immunoblotting

Myocytes, fibroblasts and ventricular tissues were harvested in Trizol for RNA isolation and reverse transcribed using iScript cDNA synthesis kit. Expression of the fetal gene program was assessed by qRT-PCR as previously described with 18S as a housekeeping gene [28]. Periostin expression was normalized to 18S and expressed relative to CO (Cfib) or freshly isolated ARVM (myocytes). Primer sequences for bovine and rat periostin are listed in Supporting Information (S1 Methods). Smooth muscle actin expression in hearts was normalized to 18S using bovine-specific primer sets (Qiagen). For western blot analysis of cardiomyocyte and Cfib protein expression, cells were washed with PBS, and proteins were solubilized in 8 M urea, 2.5 M thiourea, 4% CHAPS, 1 mM DTT and mixture of protease inhibitors. Protein expression was determined using SDS-PAGE and western blot analysis. For immunoblotting of conditioned media, proteins were precipitated by trichloroacetic acid, washed twice with cold acetone, and resuspended in Laemmli buffer for SDS-PAGE. Antibodies for immunoblotting are listed below.

### Immunocytochemistry in ARVM

The wells were rinsed with phosphate buffered saline (PBS) and fixed in 4% paraformaldehyde for 15 minutes. Cells were washed with PBS and incubated with pre-chilled (-20°C) methanol for 5 minutes. Cells were then rinsed with PBS, skinned in 1% Triton for 15 minutes, washed with PBS and blocked in 5% BSA for 2 hours. Cells were incubated in the appropriate antibody diluted in 1% BSA overnight at 4°C, rinsed in 1X PBS and incubated with fluorescent secondary antibody for one hour at room temperature to allow for visualization of the various proteins on the cardiac myocytes. DAPI staining was used to identify nuclei. The antibodies used for immunohistochemistry and immunoblotting were as follows: α-SMA: Abcam 5694; TnI: Phosphosolutions 2010; α-actinin: Sigma A7811; periostin: Santa Cruz sc-398631.

### Immunohistochemistry in RV sections

Immunohistochemistry was performed on a select subset of samples. Small biopsies of mid, free wall RV were embedded and frozen in OCT buffer. Frozen sections (8 μm) were cut transverse to the ventricular wall on a pre-cooled -20°C cryostat. Slides were washed in TBS containing 0.025% Tween-20 and incubated for 10 minutes in 1% Triton X-100 in phosphate buffered saline. Slides were washed, and blocked for two hours in 5% bovine serum albumin in TBS. Sections were incubated with primary antibody diluted in 1% BSA in TBS overnight. The sections were washed three times with TBS containing 0.025% triton, and incubated with secondary antibodies for one hour. Nuclei were visualized with DAPI. Sections were visualized on Zeiss Laser Scanning Microscope 780.

### Biochemical treatments of conditioned media

For experiments aimed at identification of active components of conditioned media, the media was subjected to fractionation or heat inactivation. Conditioned media was fractionated using Amicon Ultra centrifugal filter units with 30 kDa, 50 kDa or 100 kDa molecular weight cutoff (Sigma-Aldrich). For heat inactivation of complement, conditioned media was heated at 56°C for 30 min [29]. For depletion of periostin from the PH-CM, media was incubated with monoclonal periostin (Santa Cruz sc-398631, 0.2 μg/ml) for 1 hour with gentle rocking. Protein agarose A/G was added to pulldown the protein: antibody complex and was removed following centrifugation. The resulting conditioned media, was then used as periostin-depleted PH-CM.

### Mass spectrophotometric analysis of the secreted proteome

The fibroblast secretome was analyzed by mass spectrometry by MS Bioworks (Ann Arbor, MI). Proteins from either CO or PH-CM were precipitated with trichloroacetic acid (TCA) at 4°C and left overnight at -20°C. The resulting pellet was washed with 90% and 80% acetone. Acetone was removed and the material suspended in loading buffer. Protein concentration of the solubilized TCA pellet was determined by Qubit fluorometry (Invitrogen). 20μg of protein was separated by SDS-polyacrylamide gel electrophoresis and proteins were visualized by staining with InstantBlue Coomassie stain (Expedeon). Mobility regions were excised into forty equally sized bands based on a grid pattern. In-gel digestion with trypsin was performed on each excised band using a robot (ProGest, DigiLab) after reduction and alkylation. Each gel digest was analyzed by nano LC/MS/MS with a Waters NanoAcquity HPLC system interfaced to a ThermoFisher LTQ Orbitrap Velos Pro. Peptides were loaded on a trapping column and eluted over a 75μm analytical column at 350nL/min; both columns were packed with Jupiter Proteo resin (Phenomenex). The mass spectrometer was operated in data-dependent mode, with MS performed in the Orbitrap at 60,000 FWHM resolution and MS/MS performed in the LTQ. The fifteen most abundant ions were selected for MS/MS.

### RNA sequencing

RNA was isolated using standard Trizol protocol and ribosome-depleted using the Illumina TrueSeq kit. Libraries were sequenced on a HiSeq4000 by the Genomics and Microarray Core Shared Resource of the University of Colorado Cancer Center (P30CA046934).

### Bioinformatics

#### RNAseq

Fastq files from bovine fibroblasts were aligned to BosTau8, UCSC assembly. Fastq files from NRVMs were aligned to RN6, UCSC assembly. All fastq files were aligned using the HISAT2-STRINGTIE pipeline. Count matrices were loaded into the R statistical suite, and geometrically normalized using DEseq2. Genes that had an expression value greater than one in at least condition were considered for additional analysis. For quality control, principal components analysis was performed using R and to determine if treatment groups independently grouped. Genes were considered differentially expressed if they had P-value less than 0.05, calculated using a nonparametric, unequal variance, two-tailed t-test. The p-values were adjusted for multiple comparisons. Differentially expressed genes were log transformed, centered about their means, and clustered using Euclidean distance measurements with an average linkage k-means cluster. Pathway analysis was performed using GSEA software and databases supplied through the Msig database repository. Specifically, the Reactome, KEGG, Biocarta, GO molecular function, Hallmark, Onco Signatures, and Transcription factor databases were used. Human orthologues of bovine genes and proteins were identified and used for pathway enrichment. The RNASeq data for both the bovine cardiac fibroblasts and the dedifferentiated myocytes has been deposited in the Gene Expression Omnibus (GEO), accession number GSE133904.

### Statistical analysis

A students t-test was used to compare dedifferentiated and control myocytes for qRT-PCR gene expression, as well as between CO and PH fibroblasts. Statistical significance was set *a priori* at p<0.05.

## Results

### Pulmonary hypertension causes myocyte disarray and increased expression of α-smooth muscle actin expression in the right ventricle

The neonatal calf model of pulmonary hypertension-evoked RV dysfunction has been previously well-characterized phenotypically [12, 13]. To assess in vivo myocyte disarray and sarcomeric disruption, RV biopsies isolated from control calves (Denver altitude, CO) or calves with pulmonary hypertension (PH) were sectioned and stained with antibodies against cardiac α-actinin and α-SMA. The PH RV demonstrates significant expression of α-SMA compared to CO RV. Quantification of α-SMA by RT-PCR shows chamber-specific increases in the PH-RV compared to both control RV (Fig 1). In addition, staining of cardiac α-actinin in the PH RV is highly disorganized, with disruption of cardiac sarcomeric structure and expression of α-SMA in and around the myocytes (Fig 1).

**Fig 1:**
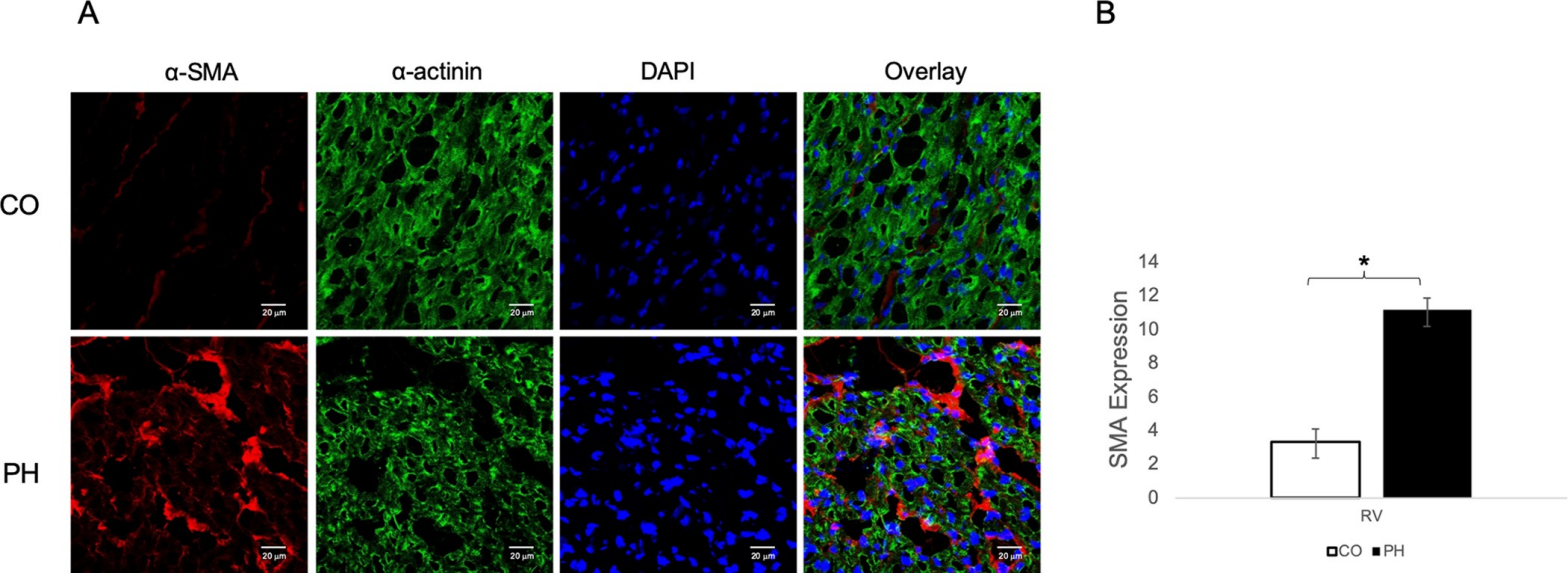
Pulmonary hypertension (PH) induces myocyte disarray in vivo. A) Representative images of mid-RV sections stained for α-SMA (red) and α-actinin (green). RV from control (CO) calves express little α-SMA and are highly organized. However, RV from PH-exposed (PH) calves express higher α-SMA and the normal organized structure of cardiac tissue is disrupted in areas expressing high α-SMA. DAPI (blue) identifies nuclei. Images were taken at 40X, with Zoom at 63X on a Zeiss Laser Scanning Microscope 780. B) Quantification of α-SMA in RV of control and PH-exposed calves (n = 12 CO; n = 12 PH).

### Pulmonary hypertension fibroblast conditioned media drives cardiomyocyte dedifferentiation

To determine if local factors *in vivo* were driving sarcomeric disarray and inhibiting cardiomyocyte contractility (resulting in reduced organ-level performance), we generated conditioned media (CM) from cardiac fibroblasts derived from the RV of PH and CO calves. Adult rat ventricular myocytes (ARVM) were incubated with media from calves with PH and RV dysfunction (PH-CM), control calves (CO-CM) or SF DMEM media. Incubation of ARVM with PH-CM resulted in a dramatic, rapid dedifferentiation of the adult myocytes (Fig 2). The dedifferentiated myocytes lose their striations, flatten, and begin to beat autonomously within 4–5 days (S1 and S2 videos). Incubation of ARVM with SF DMEM resulted in a small phenotypic change in the myocyte, but did not demonstrate the same degree of dedifferentiation (Fig 2), and indeed when maintained in SF media, myocytes were only viable for approximately 5 days. To confirm that dedifferentiation is in fact stimulated by factors related to PH and not conditioned media per se, we incubated ARVM with CM generated from calves exposed to ambient Denver (control) atmosphere (CO-CM, Fig 2). Similar to SF DMEM, these cells do not demonstrate the same degree of dedifferentiation as PH-CM and are only viable for approximately 5–9 days. Since CO-CM and SF media both elicited similar phenotypes on dedifferentiation, subsequent experiments were only conducted in SF and PH-CM.

**Fig 2:**
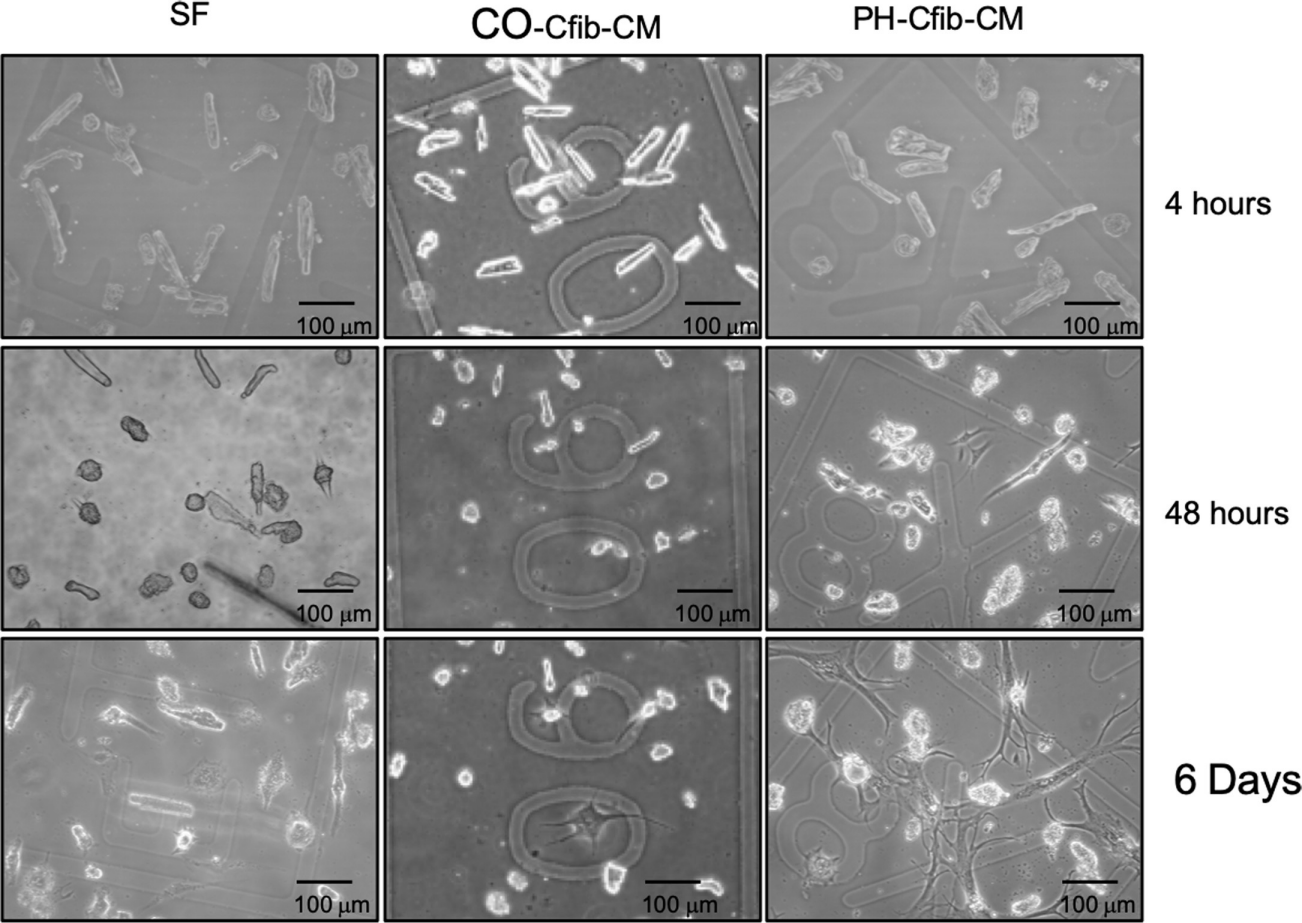
Cardiac fibroblast conditioned media (CM) from calves with pulmonary hypertension (PH) induced right ventricular dysfunction stimulates myocyte dedifferentiation. Adult rat ventricular myocytes (ARVM) were plated on etched coverslips to allow visual tracking of the same cell over time and incubated with serum-free (SF) media or CM derived from cardiac fibroblasts from calves exposed to control (CO) or PH conditions. By 48 hours myocytes in PH-Cfib-CM show signs of flattening, loss of striations, and branching of cellular processes. CM generated from control calf fibroblasts did not induce significant dedifferentiation.

Immunohistochemical staining of dedifferentiated cells demonstrates that even after 7 days the myocyte-derived cells continue to express the cardiac cell marker sarcomeric α-actinin (Fig 3). By 7 days in culture, they also start to co-express α-SMA. During this period, nearly all SF and CO cells die, therefore we did not perform biochemical assessments in these cells. Western blot analysis supports the continued expression of cardiac cell markers troponin-I and sarcomeric α-actinin in dedifferentiated cells. By 7 days in culture, cells cultured in PH-CM begin to express α-SMA (Fig 3B). We then assessed expression of α and β myosin heavy chain (MYHC) in the cultured ARVM. As expected in a dedifferentiated state, after 7 days in PH media, ARVM significantly downregulated α-MYHC and demonstrated an increase in β-MYHC expression (Fig 3C and 3D).

**Fig 3:**
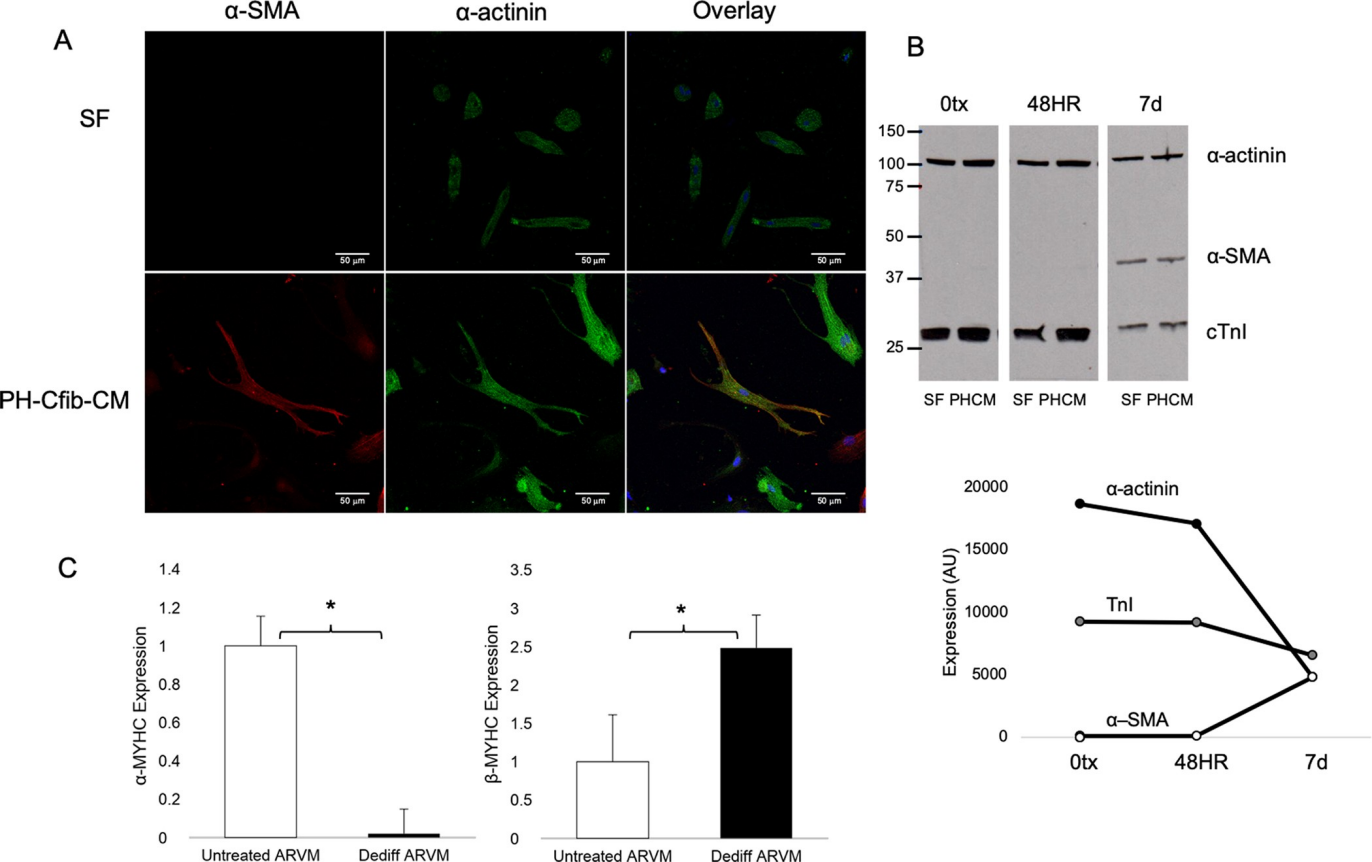
Dedifferentiated adult myocytes retain expression of cardiac markers. A) Immunofluorescent staining of dedifferentiated myocytes after 7 days SF or PH-CM exposure. Dedifferentiated cells still express α-actinin (green), while also starting to express α-SMA (red). Cells in SF media are less viable by 7 days, and do not dedifferentiate. Images were taken on a Zeiss Laser Scanning Microscope 780 at 40x objective. B) Protein expression of sarcomeric α-actinin, cardiac troponin I (cTnI) and α-SMA in myocytes exposed to SF media or PH-CM for 48 hours or 7 days. CD) Dedifferentiated myocytes activate the fetal gene program. By 7 days in culture, cells exposed to PH-CM demonstrate downregulated SERCA and α-MYHC expression. Expression of the fetal gene program was assessed by qRT-PCR using validated primers. Data are expressed as ΔCt to allow comparison across all groups. Higher reflects lower expression. n = 2 at each time-point. *p<0.05 compared to 0tx.

### Cardiac fibroblast transcriptome and secretome analysis

To elucidate the factors responsible for dedifferentiation, we performed a series of partial purification experiments aimed at identifying biologically active components of the conditioned media. Crude fractionation using 50 kDa centrifugal filters resulted in fractions with partial biologic activity and fractionation with a 100 kDa centrifugal filter retained nearly all activity in the <100kDa fraction. Fractionation with a 30 kDa centrifugal filter resulted in activity that was maintained mainly in the >30kDa retentate, whereas the <30kDa flow through demonstrated minimal activity and most ARVM died within 7 days. (S1A Fig). Heat inactivation of conditioned media at 56° for 30 minutes largely deactivated the conditioned media, and ARVM exposed to heat inactivated media died within 7 days (S1B Fig). Together, these data suggest that the factors stimulating ARVM dedifferentiation are protein factors with a molecular mass of between 30kDa and 100kDa.

In an effort to identify the relevant dedifferentiation factors we undertook a bioinformatics approach to look at global changes in the fibroblast transcriptome. 

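RNA from the cardiac fibroblasts (Cfib) of 3 control calves (CO) and 3 calves with pulmonary hypertension (PH) was, as the paper describes, depleted of ribosomal RNA and sequenced. In what follows n counts libraries, 3 per group, and the values do not show whether each is a separate animal. The authors aligned the reads to the bovine BosTau8 assembly with HISAT2 and StringTie and kept genes with an expression value greater than 1 in a condition. The deposited values are a signal per gene and library that is scaled by gene length and by library, as FPKM and TPM are. The paper's text does not name which of these units it is and gives no read totals, so the depth of each library is unknown. From the smallest values, the depth relative to PH Cfib 1 was estimated at 1.12 for CO Cfib 1, 1.05 for CO Cfib 2, 0.842 for CO Cfib 3, 1.01 for PH Cfib 2 and 0.983 for PH Cfib 3. Only the 2115 genes that the authors selected for a difference between the groups are listed, so each adjusted p for Cfib was adjusted over selected genes and not over all genes measured. From the deposited values, log2(value + 1) was compared between the groups with limma (moderated test with a mean-variance trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1. The Pearson correlation across genes between libraries of the same group ran from 0.976 to 0.993 among CO Cfib and from 0.997 to 0.998 among PH Cfib, where genes are not independent replicates. The median coefficient of variation per gene was 13.7% among CO Cfib and 5.01% among PH Cfib. The sample labels describe serum of cows kept at low or high altitude as the treatment, whereas the paper describes cells of CO and PH calves. The groups are named here as in the paper. No sequencing batch or culture date is given for the Cfib libraries.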

We performed RNAseq on fibroblasts from three animals from each group (S1 Table). 

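Principal component analysis of the log2 values of the listed genes, centered per gene, placed 93.7% of the variance on component 1 and 4.68% on component 2. On component 1, the CO libraries had scores from −33.8 to −23.7 and the PH libraries from 27.2 to 30.1. On component 2, CO Cfib 3 had a score of 12.1, apart from −6.66 for CO Cfib 1 and −7.28 for CO Cfib 2. The groups separated on component 1 under each of the 11 settings tried, and the setting that moved its share most was scaling each gene to unit variance, which gave 89.4%. The listed genes had been selected for the same difference between groups that component 1 shows. In 100 simulated tables of 15000 genes without any group difference, from which genes were kept by an unequal-variance test, the groups separated on component 1 in 100 tables, with a median share of 79.7%.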

As seen in Fig 4A, principal component analysis (PCA) demonstrates separation of PH and CO fibroblasts, indicating significant differences in the transcriptomes between these groups. 

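Of the listed genes, 1262 had a higher and 853 a lower mean in PH Cfib, so 59.7% were higher. With limma, 2063 genes passed the threshold, 1230 higher and 833 lower, and 52 did not. In all 2115 genes, each library of one group lay above each library of the other, an ordering that chance gives in 10% of unselected genes. The setting that moved the count most was a log2 fold change of at least 1 in either direction, which left 720 genes. When the PH libraries, which differed little from each other, were averaged into 1 sample, a setting added after the values were seen, 1038 genes passed. Rescaling each library by the median of ratios over the listed genes shifted the log2 fold changes by a median of −0.27. It gave 1709 genes, 840 higher and 869 lower, of which 1675 also passed without rescaling. Among genes with a mean of at least 10 in the higher group, H19 had the largest log2 fold change at the pseudocount of 1, from 1.85 ± 0.477 (SD, n = 3) in CO Cfib to 282 ± 32.7 in PH Cfib. Its log2 fold change was 6.64 (standard error 0.15, adjusted p = 8.03e-07 from limma) and stayed between 6.50 and 6.74 with each library left out in turn. PRSS2 (log2 fold change 5.90), EFEMP1 (5.52), ASPN (5.51) and ISLR (5.14) followed. The order depends on the pseudocount, since PRSS2 was first at 0.1 (8.78, H19 7.20) and EFEMP1 at 10 (4.73, H19 4.62). FABP3 had the largest fall at the pseudocount of 1, from 1007 ± 347 (SD, n = 3) to 36.5 ± 6.32, a log2 fold change of −4.71 (standard error 0.25, adjusted p = 1.23e-05 from limma). UBE2C (−4.67), CCNB1 (−4.18), FAM64A (−4.02) and KIF20A (−4.00) followed. At a pseudocount of 0.1, TNFSF13B (−5.08) and UBE2C (−5.05) fell more than FABP3 (−4.74), as UBE2C did without CO Cfib 3 (−4.52, FABP3 −4.44) and, in the third decimal, without PH Cfib 1.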

In total, 2115 genes were found to be either significantly increased or decreased in expression (Fig 4B). GSEA analysis revealed independent transcriptional networks (Fig 4C). Analysis of the differential pathways by both log(p) and the normalized enrichment scores revealed significant activation of secretory pathways, extracellular matrix manipulation, hypoxia, and the production of numerous ligands (S2–S7 Figs). 

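The MSigDB collections were not used here, and short gene lists were written from general knowledge in their place. They were tested over the listed genes with limma's camera test at a preset inter-gene correlation of 0.01, with adjustment over 7 lists. Of 72 extracellular matrix genes, 40 were listed, 38 higher and 2 lower in PH Cfib. Their median log2 fold change was 1.76, with a range from −1.09 to 5.52 (adjusted p = 3.84e-06 from camera). All 40 passed the threshold over all listed genes and also when adjusted over the list alone. COL18A1 rose from 2.13 ± 0.323 (SD, n = 3) to 57.9 ± 4.62, a log2 fold change of 4.24 (standard error 0.10), and TNXB had a log2 fold change of 4.17. Of 47 hypoxia response genes, 17 were listed, 3 higher and 14 lower in PH Cfib, with a median log2 fold change of −0.84 and a range from −2.10 to 1.47 (adjusted p = 0.00104 from camera, in the lower direction). Of these, 16 passed the threshold, over all listed genes and adjusted over the list alone. SLC2A1 fell from 39.7 ± 12.3 (SD, n = 3) to 8.22 ± 0.614, EGLN3 had a log2 fold change of −1.83 and BNIP3 one of −1.71. After rescaling by the median of ratios, 38 of the 40 extracellular matrix genes were higher with a median of 1.48, and 2 of the 17 hypoxia genes were higher with a median of −1.13. With camera, 3 of the 7 lists passed the threshold. All 3 also passed with fry, which called 6 of 7, and none passed with the correlation estimated from the data, which called 0 of 7 lists and gave 0 with an unadjusted p under 0.05. The authors had chosen the listed genes on these same libraries, so the counts within a list are not independent evidence.

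**Figure D1:**
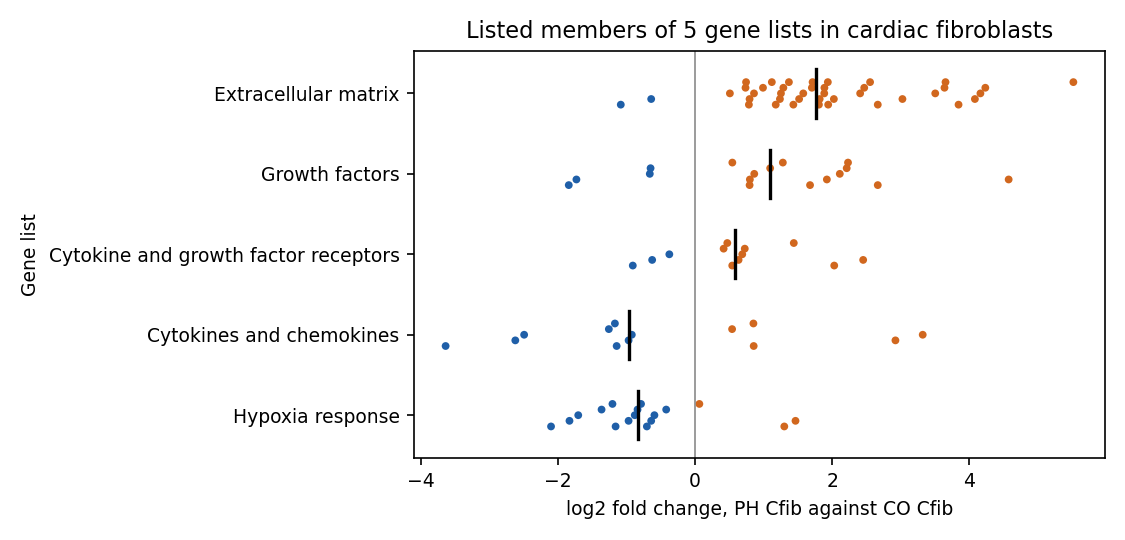
Log2 fold change of each listed member of 5 gene lists, PH Cfib against CO Cfib (n = 3 libraries each), with 1 point per gene, orange above 0 and blue below, and a black line at the median. The median lies at 1.76 for extracellular matrix genes and at −0.84 for hypoxia response genes; CCL3 and CCL4, at 0 in CO Cfib, are drawn at fitted values that are no bound.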

Consistent with our hypothesis that dedifferentiation is being driven by the generation of signaling molecules, there was significant enrichment of the GO molecular Function pathway for growth factor activity, receptor binding activity, signal transduction and cytokine binding (Fig 4D and 4E). Together these data identify a unique transcriptome profile in the PH Cfib that is associated with message for signaling cytokines, growth factors and extracellular matrix proteins. 

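Of 61 growth factor genes, 17 were listed, 13 higher and 4 lower in PH Cfib, with a median log2 fold change of 1.10 and a range from −1.85 to 4.58. The list did not pass the threshold with camera (adjusted p = 0.0680). It passed with a minimum mean of 5 (adjusted p = 0.00269), after the median of ratios (0.0137), with the PH libraries averaged (0.0465) and with fry (1.88e-05), and its adjusted p over all alternatives ran from 1.88e-05 to 0.342. IGF2 rose from 0.676 ± 0.206 (SD, n = 3) to 38.9 ± 2.93, OGN had a log2 fold change of 2.67 and PTN one of 2.23. Of 41 cytokine and chemokine genes, 13 were listed, 5 higher and 8 lower, with a median log2 fold change of −0.97 (adjusted p = 0.256 from camera). TNFSF13B fell from 16.8 ± 3.10 (SD, n = 3) to 0.419 ± 0.192. CCL3 and CCL4 were listed at 0 in all 3 CO libraries and at 9.46 ± 3.64 and 6.67 ± 1.31 (SD, n = 3) in PH Cfib, so no fold change is given for them. Of 54 genes for cytokine and growth factor receptors, 12 were listed, 9 higher and 3 lower, with a median log2 fold change of 0.59 (adjusted p = 0.355 from camera and 0.0278 from fry, with a range over the alternatives up to 0.682). IGF2R had a log2 fold change of 2.45, FZD4 one of 2.03 and TGFBR1 one of 1.44. The call of TGFBR1 (adjusted p = 0.0191 from limma) was lost without PH Cfib 1 (0.0523) and without PH Cfib 3 (0.0505), and its range over the alternatives was 6.59e-06 to 0.165. CO Cfib 3 had a value of 8.39 for this gene, against 30.4 and 29.8 in the other CO libraries. Every listed member of these 3 lists passed the threshold, over all listed genes and adjusted over the list alone, and rescaling by the median of ratios turned the direction of none. The gene names in the heat maps of Fig 4E were read by eye after the values had been seen. All 22 genes drawn for growth factor activity were listed with the direction drawn, 16 higher and 6 lower, with a median log2 fold change of 0.98. All 18 drawn for cytokine binding were listed with the direction drawn, 17 higher and 1 lower, with a median of 0.87. The paper proposes as its hypothesis that signaling molecules drive the dedifferentiation, and sets the enrichment of growth factor activity, receptor binding, signal transduction and cytokine binding beside it.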

Since the PH-CM transcriptome was largely enriched for secretory cytokines, growth factors and extracellular matrix proteins, we sought to analyze the unique components PH-CM.

**Fig 4:**
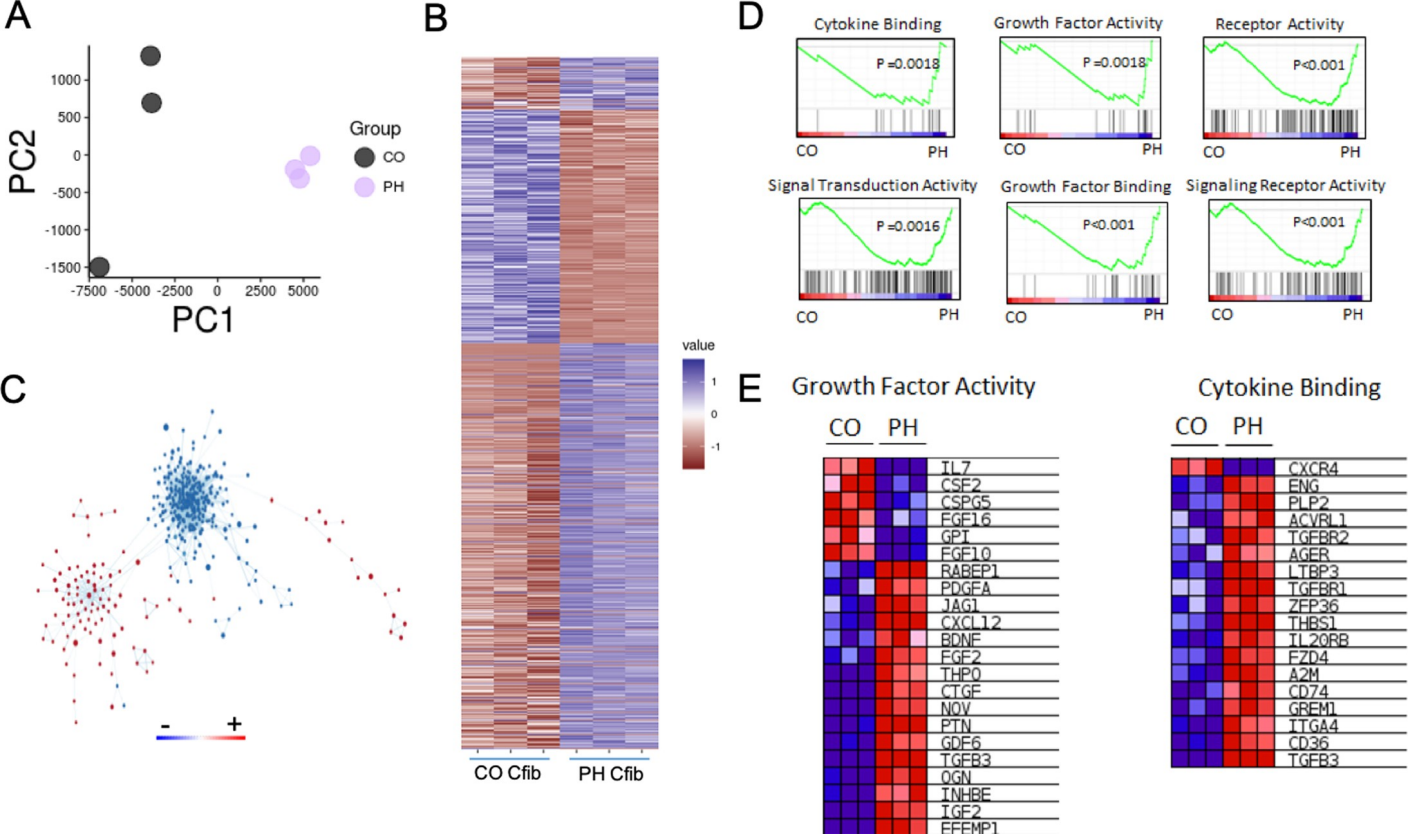
RNAseq analysis of control (CO) and pulmonary hypertension (PH) cardiac fibroblasts. A) PCA analysis of RNAseq data from CO and PH fibroblasts. B) Heatmap of gene expression comparing control fibroblasts to pulmonary hypertension fibroblasts. Genes with a significant difference of 0.05> were selected. Expression values were scaled from -1 to 1, similarity was calculated using an euclidean distance and clustered using a centroid linkage k-means method. C) Network of transcriptional changes comparing CO and PH fibroblasts. We displayed differentially enriched pathways from GSEA as enrichment networks, in which each node is a pathway, and each link between nodes is a common gene. The size of the nodes indicates the number of genes found in our data that are in the pathway. Red coloring indicates pathways enriched in the PH group, whereas blue indicates pathways enriched in the CO group. The CO and PH networks are independent, suggesting significant divergence of in the signaling cascades between these two groups of cells. D) Select enrichment plots highlighting the enriched pathways identified by GSEA. E) Two representative heatmaps for the Growth Factor Activity and Cytokine Binding pathways showing the genes responsible for the enrichment.

To identify the secreted factors generated by the PH fibroblast, we analyzed the conditioned media by mass spec (S2 Table). We considered proteins that had a greater than two-fold enrichment in the PH conditioned media to be significant, resulting in 137 proteins. Pathway analysis of the 137 protein cohort identified enrichment of extracellular matrix reorganizing pathways, IGF1R signaling, tyrosine kinase receptor signaling, and cellular morphogenesis and differentiation pathways (Fig 5A). 

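The 137 proteins of S2 Table carry 135 different gene symbols, and 2 entries are unassigned. Of the 137, 44 matched a gene listed for Cfib by symbol, 34 with a higher and 10 with a lower mean in PH Cfib. The other 93 were not listed, which does not show that their transcripts were unchanged. The share of matched genes that were higher was 77.3%, against 59.3% of the remaining listed genes (1228 higher and 843 lower; two-sided Fisher's exact test, p = 0.0190, which treats genes as independent). Of the 34, 33 passed the limma threshold. The exception was EXT2, named after its value was seen, with a log2 fold change of 0.11 (adjusted p = 0.0763 from limma). The setting that moved the count most was a log2 fold change of at least 1, which left 20 genes higher. After rescaling by the median of ratios, a setting added after the values were seen, 31 were higher and 13 lower (two-sided Fisher's exact test, p = 0.0315).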

The transcripts of 34 of these proteins were also found to be increased in RNAseq data (Fig 5B) and we were able to identify 17 enriched proteins that have known ligand activity (seven of which are between 30–90 kDA). Pathway analysis of these proteins found a similar pathway enrichment profile as the full cohort of the full 137 gene cohort. Specifically, tyrosine kinase receptor binding, IGF1 signaling, cell growth, and stem cell signaling were all significantly enriched (Fig 5C). These data support the hypothesis that enhanced survival of the ARVMs treated in culture is due to secreted proteins that originate from PH fibroblasts, proteins which have growth and stem cell-like signaling properties.

**Fig 5:**
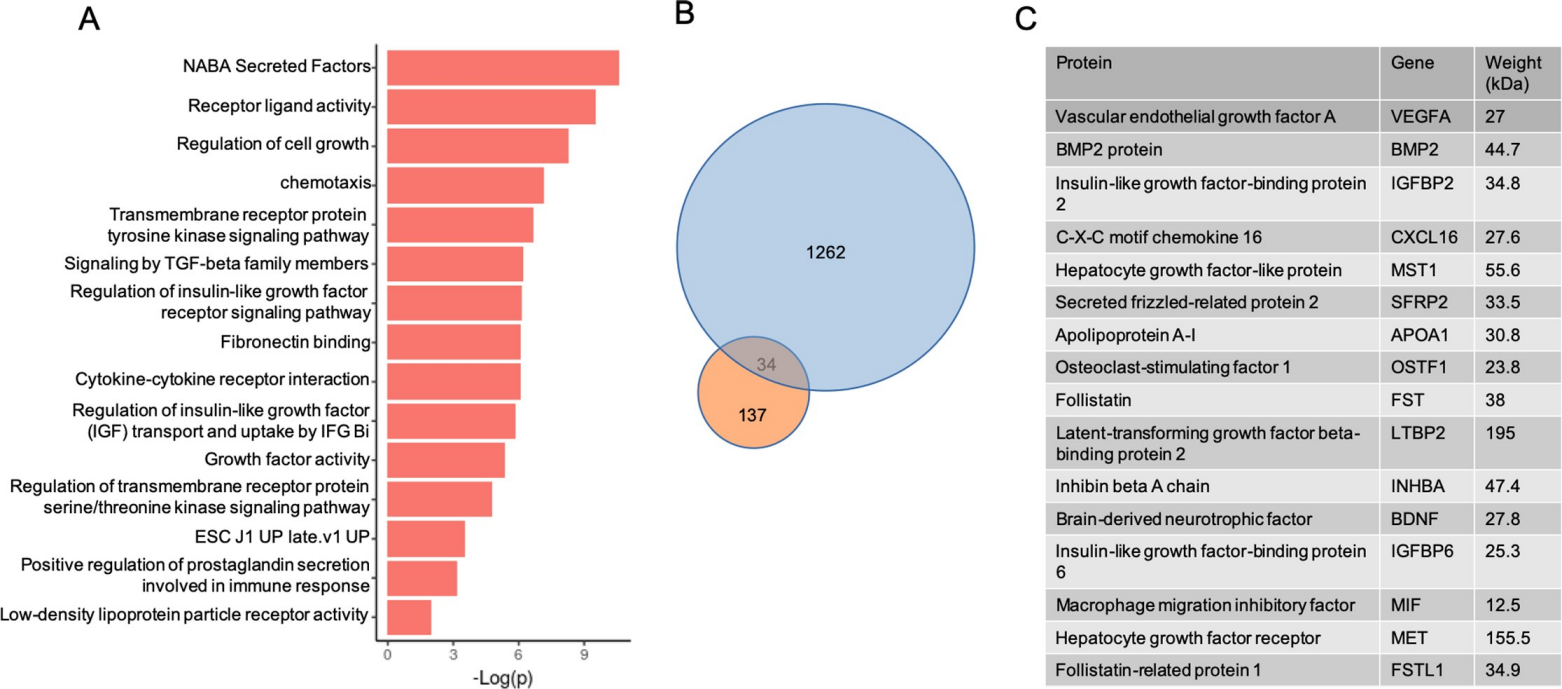
Conditioned media pathway analysis of the extracellular signaling molecules. A) Pathway analysis of signaling molecules upregulated in the PH-CM. B) Comparison of the upregulated genes in the PH Cfib transcriptome (blue circle) with significantly enhanced proteins in the PH-CM (orange circle). Of the 137 secreted proteins found enriched in the conditioned media, the transcripts of 34 of these were also found increased in the transcriptome of the PH fibroblasts. C) Representative list of 16 of the 34 proteins identified as enriched in the PH conditioned media with known signaling properties that were also found upregulated in the PH Cfib transcriptome. The human orthologues are displayed in the table and were then used for pathway analysis.

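All 16 proteins of Fig 5C were found in S2 Table. Of their transcripts, 6 were listed as higher in PH Cfib, 1 as lower and 9 were not listed. SFRP2 had a log2 fold change of 1.27 (standard error 0.16), IGFBP2 of 1.16 (0.16), APOA1 of 1.68 (0.36), FST of 1.02 (0.22), BDNF of 0.54 (0.12) and MST1 of 0.27 (0.07). Each passed the limma threshold over the listed genes, with adjusted p from 0.000447 for SFRP2 to 0.00876 for MST1. MST1, at 0.842 ± 0.0759 (SD, n = 3) in CO Cfib and 1.23 ± 0.0479 in PH Cfib, did not pass after rescaling by the median of ratios (log2 fold change 0.13, adjusted p = 0.142 from limma), and its adjusted p over the alternatives ran from 0.00650 to 0.142. With the PH libraries averaged, MST1 (adjusted p = 0.103 from limma), APOA1 (0.0873, the alternatives starting at 1.03e-06) and FST (0.0887, starting at 0.00162) did not pass. CXCL16 was lower, at 382 ± 72.2 (SD, n = 3) in CO Cfib and 158 ± 19.2 in PH Cfib, a log2 fold change of −1.26 (standard error 0.15, adjusted p = 0.000390 from limma). The transcripts that were not listed were those of VEGFA, BMP2, OSTF1, LTBP2, INHBA, IGFBP6, MIF, MET and FSTL1.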

### RNAseq in dedifferentiated adult rat ventricular myocytes

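RNA of adult rat ventricular myocytes (ARVM) was sequenced from 3 freshly isolated preparations (numbered 4, 5 and 6) and 3 preparations kept in PH-CM, for 7 days according to the sample labels. The contrast between these groups carries the time in culture as well as the media, since no ARVM cultured without PH-CM was analysed here. The treatment field of the labels names serum of cows at low or high altitude also for these libraries, and the groups are named here as in the paper. The authors aligned the reads to the rat RN6 assembly with HISAT2 and StringTie, in a paragraph that writes NRVM, and normalized the counts with DESeq2. The deposited signal is the read count of each gene divided by 1 size factor per library. The whole reads could be recovered, since 100% of the values in each library lay within 0.01 reads of a whole multiple of 1 step, with size factors from 0.632 to 1.32. On the listed genes, the freshly isolated ARVM had 12122463, 17712896 and 17926137 reads (numbers 4, 5 and 6) and the PH-CM ARVM had 18842171, 15939590 and 16842103 reads, with medians of 17712896 and 16842103. These totals cover only the 7052 genes that the authors selected, so the depth of the whole libraries is unknown and the adjustment again runs over selected genes. The spread between libraries of a group exceeded counting error, with a chi-square per gene between 12.4 and 40.2 for pairs of libraries. The correlation across genes ran from 0.974 to 0.978 among freshly isolated and from 0.983 to 0.989 among PH-CM ARVM, with a median coefficient of variation of 9.74% and 10.1%. The same limma model was used as for Cfib, and edgeR and DESeq2 were run on the recovered reads as alternatives. Where a gene had no read in any library of a group (285 genes in freshly isolated and 28 in PH-CM ARVM), its fold change is given as a bound against 3 reads over the group, which covers counting error only. The labels give the same sequencing lane for all 6 libraries, and the groups share no replicate numbers, so no paired analysis was possible.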

To identify the pathways activated in the ARVM that result in dedifferentiation, we analyzed the transcriptomes of PH-CM treated ARVMs and untreated, freshly isolated ARVMs by RNAseq (S3 Table). 

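Principal component analysis of the log2 values placed 89.7% of the variance of the listed ARVM genes on component 1 and 4.57% on component 2. On component 1, the scores of freshly isolated ARVM ran from −96.3 to −87.4 and those of PH-CM ARVM from 83.3 to 98.6. On component 2, freshly isolated ARVM 4 had a score of −40.6, apart from 19.7 and 22.6 for the other freshly isolated libraries. Without the log transformation, the share of component 1 was 96.8%, the largest move among 11 settings, and in each setting the groups separated. As with Cfib, the genes had been selected for the difference between these groups before the components were computed.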

The treatment groups clustered by PCA (Fig 6A), suggesting global significant differences in the transcriptomes of freshly isolated ARVM and the dedifferentiated ARVM. 

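Of the 7052 listed genes, 3887 had a higher and 3165 a lower mean in PH-CM ARVM. With limma, 6882 passed the threshold, 3802 higher and 3080 lower, and 170 did not. Each of the 7052 genes had its groups fully separated, as chance does in 10% of unselected genes. Requiring a log2 fold change of at least 1 moved the count most, to 3405. On the recovered reads, edgeR's quasi-likelihood test with TMM gave 6815 genes, of which 6801 were also called by limma, and DESeq2 gave 6668, of which 6665 were. Among genes with a mean of at least 10 in the higher group, Thy1 rose from 1.79 ± 3.09 normalized counts (SD, n = 3) to 1856 ± 408, a log2 fold change of 9.95 (standard error 0.69, adjusted p = 6.70e-06 from limma). Loxl1 had a log2 fold change of 9.82. Both had reads in only 1 freshly isolated library, and with each library left out in turn Thy1 ran from 9.50 to 10.84 and Loxl1 from 9.17 to 11.12. Mmp12, Mfap5 and Col11a1 had no read in freshly isolated ARVM and were at least 635-fold, 527-fold and 369-fold higher in PH-CM ARVM, so these 5 genes cannot be ranked among each other. Hbb and Hba1 were among the largest falls. They had no read in PH-CM ARVM and were at least 1287-fold and 1274-fold lower, from 1054 ± 57.6 and 1044 ± 160 normalized counts (SD, n = 3). LOC102546391 had a log2 fold change of −8.60, and LOC100134871 and Hbb-b1 were at least 395-fold and 217-fold lower.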

We were able to identify 7052 significantly differentially expressed genes (Fig 6B). 

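The 18 gene lists tested in ARVM were tallied over the listed genes as for Cfib. Of 50 cell cycle genes, 45 were listed, 44 higher and 1 lower in PH-CM ARVM, with a median log2 fold change of 3.53 (adjusted p = 3.46e-07 from camera). Ube2c, Cdk1 and Kif23 had log2 fold changes of 7.24 (6.67 to 8.37 with each library left out in turn), 7.03 (5.88 to 7.68) and 6.72 (6.19 to 7.77). Of 72 extracellular matrix genes, 58 were listed, 54 higher, with a median log2 fold change of 4.62 (adjusted p = 2.25e-11 from camera). Of 45 WNT signaling genes, 25 were listed, 21 higher, with a median log2 fold change of 1.75 (adjusted p = 0.0192 from camera). Rspo1 and Wisp1 had log2 fold changes of 7.64 (7.20 to 8.53 with each library left out) and 6.35 (5.88 to 7.30), and Frzb, with no read in freshly isolated ARVM, was at least 16.6-fold higher. Of 54 genes for cytokine and growth factor receptors, 28 were listed, 21 higher, with a median log2 fold change of 1.06 (adjusted p = 0.0325 from camera). Il1rl1 rose from 110 ± 13.7 normalized counts (SD, n = 3) to 10379 ± 2529, and Il20rb and Tnfrsf11b had log2 fold changes of 5.77 (5.34 to 6.65 with each library left out) and 5.05. Of 34 TGFβ signaling genes, 20 were listed, 14 higher and 6 lower, with a median log2 fold change of 0.99, and the list did not pass the threshold with camera (adjusted p = 0.200, with a range over the alternatives from 0.000128 to 0.396). Ltbp2, Tgfb3 and Fst had log2 fold changes of 5.28, 4.31 and 3.84. All listed members passed the threshold over all listed genes and adjusted over the list alone, except 1 of the 25 WNT genes. Setting genes without reads in a group to their bound left the median of each list the same, and rescaling by the median of ratios shifted the log2 fold changes by a median of −0.02. Of the 18 lists, 10 passed with camera. All 10 also passed with fry, which called 17, while the estimated correlation called 0, with 1 at an unadjusted p under 0.05.

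**Figure D2:**
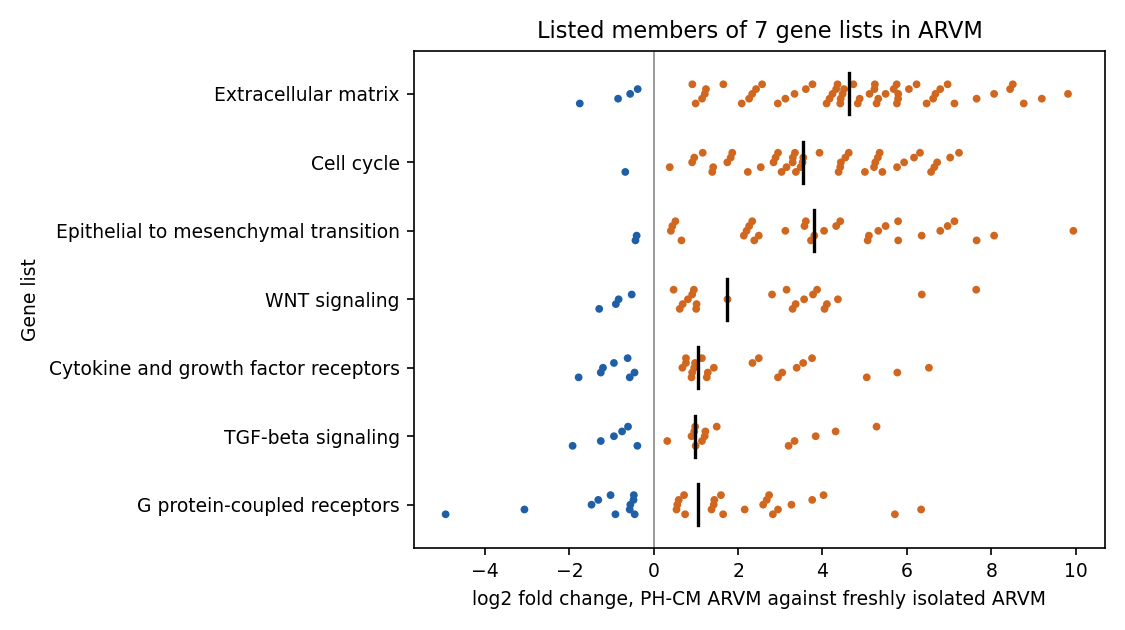
Log2 fold change of each listed member of 7 gene lists, PH-CM ARVM against freshly isolated ARVM (n = 3 libraries each), with 1 point per gene, orange above 0 and blue below, and a black line at the median. Medians run from 0.99 for TGFβ signaling to 4.62 for extracellular matrix genes, and genes with no read in a group are drawn at fitted values that are no bound.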

Pathway analysis by GSEA of these genes revealed enrichment of cell cycle, extracellular protein pathways, TGFβ signaling, WNT signaling, Kras signaling, and tyrosine kinase receptor signaling (S8–S13 Figs). 

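Of 57 genes for G protein-coupled receptors (GPCR), 32 were listed, 21 higher and 11 lower in PH-CM ARVM. The median log2 fold change was 1.06, with a range from −4.93 to 6.34, and the list did not pass the threshold with camera (adjusted p = 0.316). It passed with fry (adjusted p = 0.000346), and the highest adjusted p among the alternatives was 0.414. All 32 passed the limma threshold over all listed genes and adjusted over the list alone. Agtr1a rose from 10.1 ± 9.06 normalized counts (SD, n = 3) to 525 ± 143, a log2 fold change of 6.34 that ran from 5.01 to 7.11 with each library left out. C5ar1 had 3 reads in the freshly isolated and 344 in the PH-CM libraries, a ratio of 79.3 with a 95% counting interval (Clopper-Pearson) from 26.9 to 387. All 3 reads were in 1 library, and the fitted log2 fold change of C5ar1, 5.72, ran from 5.30 to 6.56 with each library left out. Aplnr fell from 1631 ± 120 to 53.8 ± 16.3 normalized counts (SD, n = 3). No list was written for AKT signaling.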

Consistent with our hypothesis that dedifferentiation is being driven by the fibroblast generation of signaling molecules, there was significant enrichment of the GO molecular Function pathway for GPCR Activity and AKT signaling upregulation (Fig 6D and 6E). Epithelial to mesenchymal transition (EMT) signaling was also significantly enriched in the dedifferentiated ARVM.

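Of 38 genes on a list for EMT, 33 were listed, 31 higher and 2 lower in PH-CM ARVM, with a median log2 fold change of 3.81 (adjusted p = 5.40e-08 from camera). All 33 passed the limma threshold over all listed genes and adjusted over the list alone. Col1a1 rose from 63.5 ± 16.6 normalized counts (SD, n = 3) to 17090 ± 3374, and Lox had a log2 fold change of 7.65 (7.12 to 8.72 with each library left out). Thy1 and Col1a1 are also on the list of cardiac fibroblast markers, of which 16 of 18 listed were higher in PH-CM ARVM, so the rise in these genes carries any change in the mix of cells. Beside the enrichment of GPCR activity and AKT signaling, the paper proposes again its hypothesis that signaling molecules made by fibroblasts drive the dedifferentiation.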

**Fig 6:**
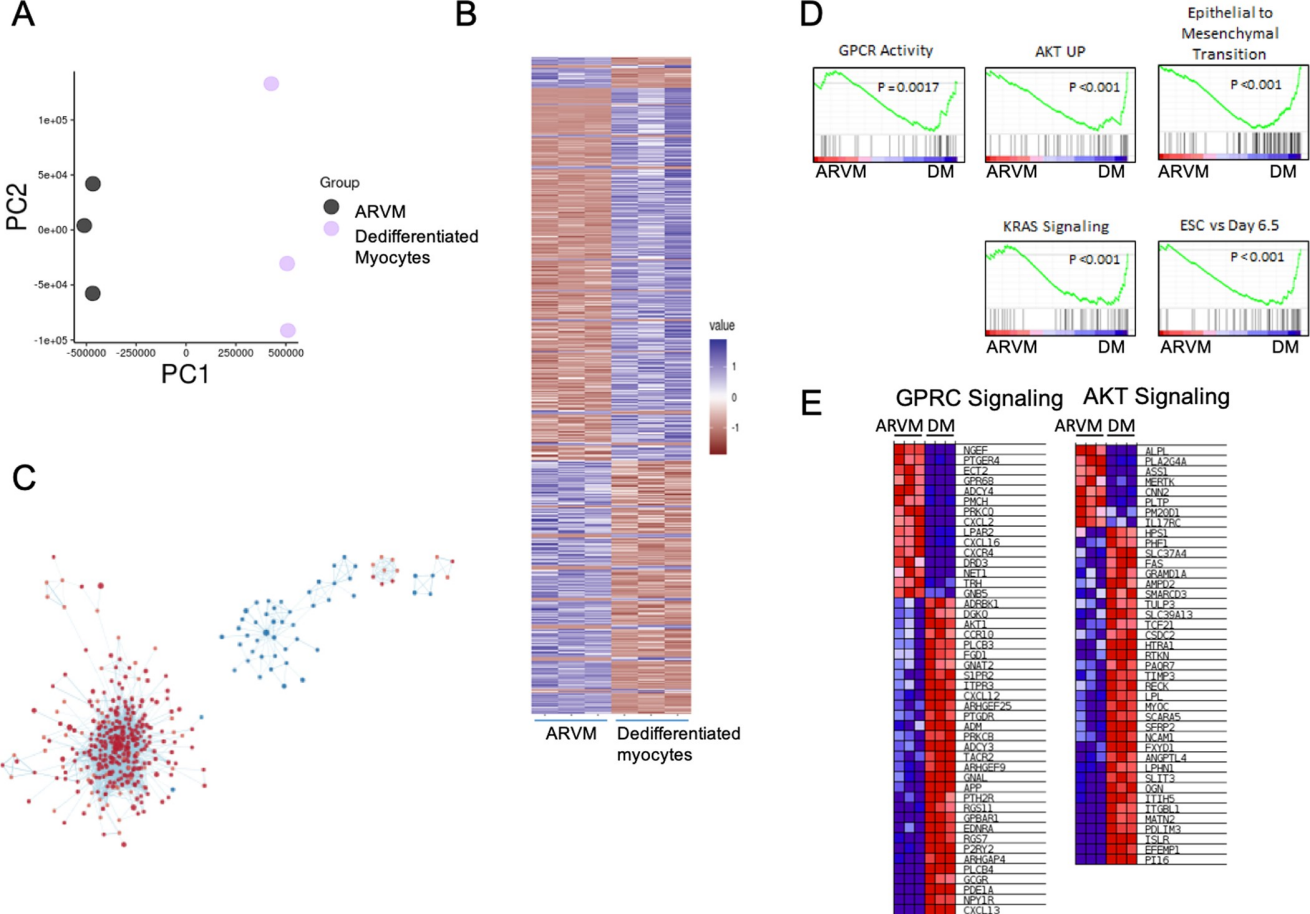
Dedifferentiated adult ventricular myocyte (ARVM) RNAseq. A) PCA plot of ARVMs treated with and without conditioned media from PH fibroblasts. B) Heatmap of gene expression comparing control, freshly isolated ARVMs to ARVMs treated with PH Fibroblast conditioned media. Genes with a significant difference of <0.05 were selected. Expression values were scaled from -1 to 1, similarity was calculated using an euclidean distance and clustered using a centroid linkage k-means method. C) Network of transcriptional changes. We displayed differentially enriched pathways from GSEA as enrichment networks in which each node is a pathway, and each link between nodes is a common gene. The size of the nodes indicates the number of genes found in our data that are in the pathway. Red coloring indicates pathways enriched in the ARVM PH group, whereas blue indicates pathways enriched in the control ARVM group. D) Select enrichment plots highlighting the enriched pathways identified by GSEA. E) Representative heat maps for G-protein coupled receptor, downstream signaling pathways (GPCR signaling) and AKT signaling pathways showing the genes responsible for enrichment.

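The gene names in the heat maps of Fig 6E were read by eye after the values had been seen, 46 for GPCR signaling and 41 for AKT signaling. Of the 46, 31 are drawn as higher in the dedifferentiated ARVM and 15 as lower, and of the 41, 33 are drawn as higher and 8 as lower. For GPCR signaling, 23 of the 46 genes were among those listed for ARVM, 13 higher and 10 lower in PH-CM ARVM, with a median log2 fold change of 0.72 and a range from −3.87 to 4.38. For AKT signaling, 28 of the 41 were listed, 16 higher and 12 lower, with a median log2 fold change of 1.23 and a range from −4.99 to 6.08. All 51 passed the limma threshold, and 30 of the 51 had the direction drawn. All 87 genes are also listed for Cfib with the direction drawn. In a comparison made after the values were seen, shades read from the image correlated with the Cfib values of each gene with r from 0.985 to 1.00. For the deviations within groups, r was 0.973 with the Cfib values and 0.0836 with the ARVM values. The Cfib libraries are thus a candidate source of these heat maps.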

### Identification of periostin as a driver of adult myocyte dedifferentiation

In an effort to identify putative regulators of dedifferentiation, we analyzed the secretome as well as RNA-seq from both the Cfib and the dedifferentiated myocytes to find commonly expressed targets across all three analyses. 

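POSTN, the gene for periostin, had values of 5.25, 11.9 and 6.19 in the 3 CO Cfib libraries and 99.67, 105.7 and 107.2 in the 3 PH Cfib libraries. The means were 7.78 ± 3.61 and 104 ± 4.00 (SD, n = 3), a log2 fold change of 3.66 (standard error 0.26, adjusted p = 3.89e-05 from limma). Each PH library lay above each CO library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With each library left out in turn, the log2 fold change stayed between 3.45 and 3.97, and the alternative that moved it most was a pseudocount of 10, which gave 2.70. With the PH libraries averaged into 1 sample, the adjusted p from limma was 0.0104, the highest among the alternatives. By log2 fold change at the pseudocount of 1, POSTN ranked 19 among the rises of the listed genes. S2 Table, which lists the proteins enriched in PH-CM, holds 0 entries with the symbol POSTN and 0 whose description names periostin.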

One of the top proteins in the Cfib secretome and Cfib RNA-seq was periostin. We confirmed periostin expression in the conditioned media by immunoblotting and found it to be significantly enriched in the PH media compared to CO (Fig 7A). Further, Cfib from the PH calves express significantly higher periostin at the transcriptional (Fig 7B) and protein levels (Fig 7C and 7D). To test the requirement of periostin for PH-CM mediated dedifferentiation, we depleted periostin from the PH-CM and found significant blunting of the dedifferentiation phenotype (Fig 7E). Similarly, addition of recombinant periostin to SF media robustly induced dedifferentiation, apparent within 4 days of treatment (Fig 7E). 

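The rat periostin gene, Postn, lies on chromosome 2 of GRCr8 from 140677774 to 140709304, whereas the authors aligned to RN6. Its normalized counts were 82.29, 55.70 and 64.05 in freshly isolated ARVM and 8698, 7132 and 9689 in PH-CM ARVM. The means were 67.3 ± 13.6 and 8506 ± 1290 (SD, n = 3), a log2 fold change of 6.97 (standard error 0.16, adjusted p = 8.87e-08 from limma), or 125-fold. All PH-CM libraries lay above all freshly isolated libraries (two-sided exact permutation test, p = 0.1, again the smallest possible). With each library left out in turn, the log2 fold change ran from 6.84 to 7.12. A pseudocount of 10 moved it most, to 6.79, and both edgeR and DESeq2 gave 6.99 on the recovered reads. At the pseudocount of 1, Postn ranked 49 among the rises in ARVM. In the same libraries, 16 of 18 listed cardiac fibroblast markers were higher in PH-CM ARVM. The rise in Postn therefore carries any change in the mix of cells, as it carries the time in culture.

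**Figure D3:**
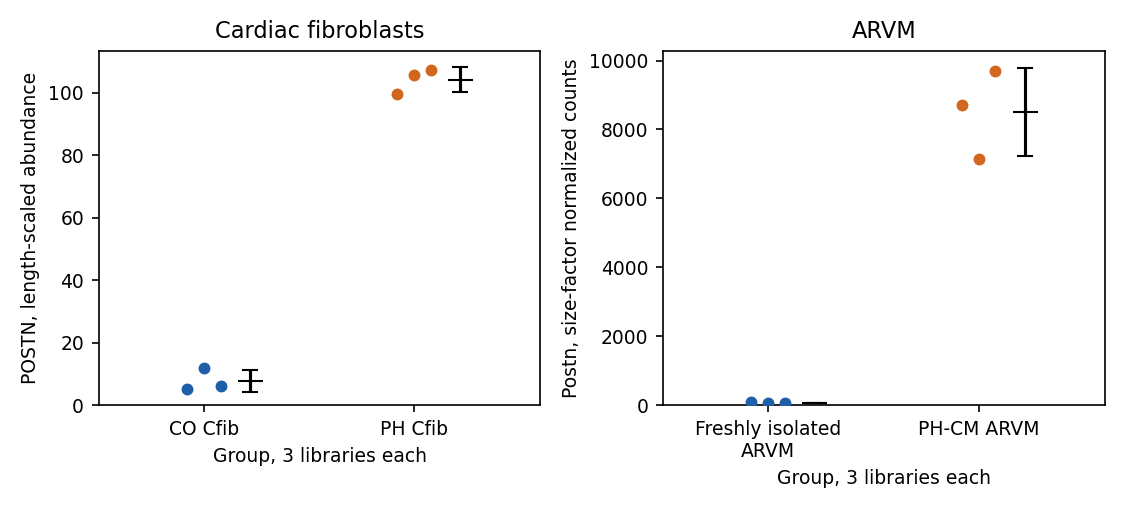
Periostin transcript in each library, as the deposited length-scaled abundance of POSTN in Cfib and as size-factor normalized counts of Postn in ARVM, with points for libraries and black bars for the mean and SD of 3 libraries. In Cfib the CO libraries lie at 5.25 to 11.9 and the PH libraries at 99.67 to 107.2, and in ARVM the freshly isolated libraries lie at 55.70 to 82.29 and the PH-CM libraries at 7132 to 9689.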

We then identified periostin in the dedifferentiated RNA-seq analysis, which we confirmed by qRT-PCR to be nearly 60-fold upregulated in the dedifferentiated myocytes compared to control (Fig 7F). Periostin was also expressed at the protein level in PH-CM treated cells while absent in the SF-treated, as assessed by immunocytochemistry (Fig 7G).

**Fig 7:**
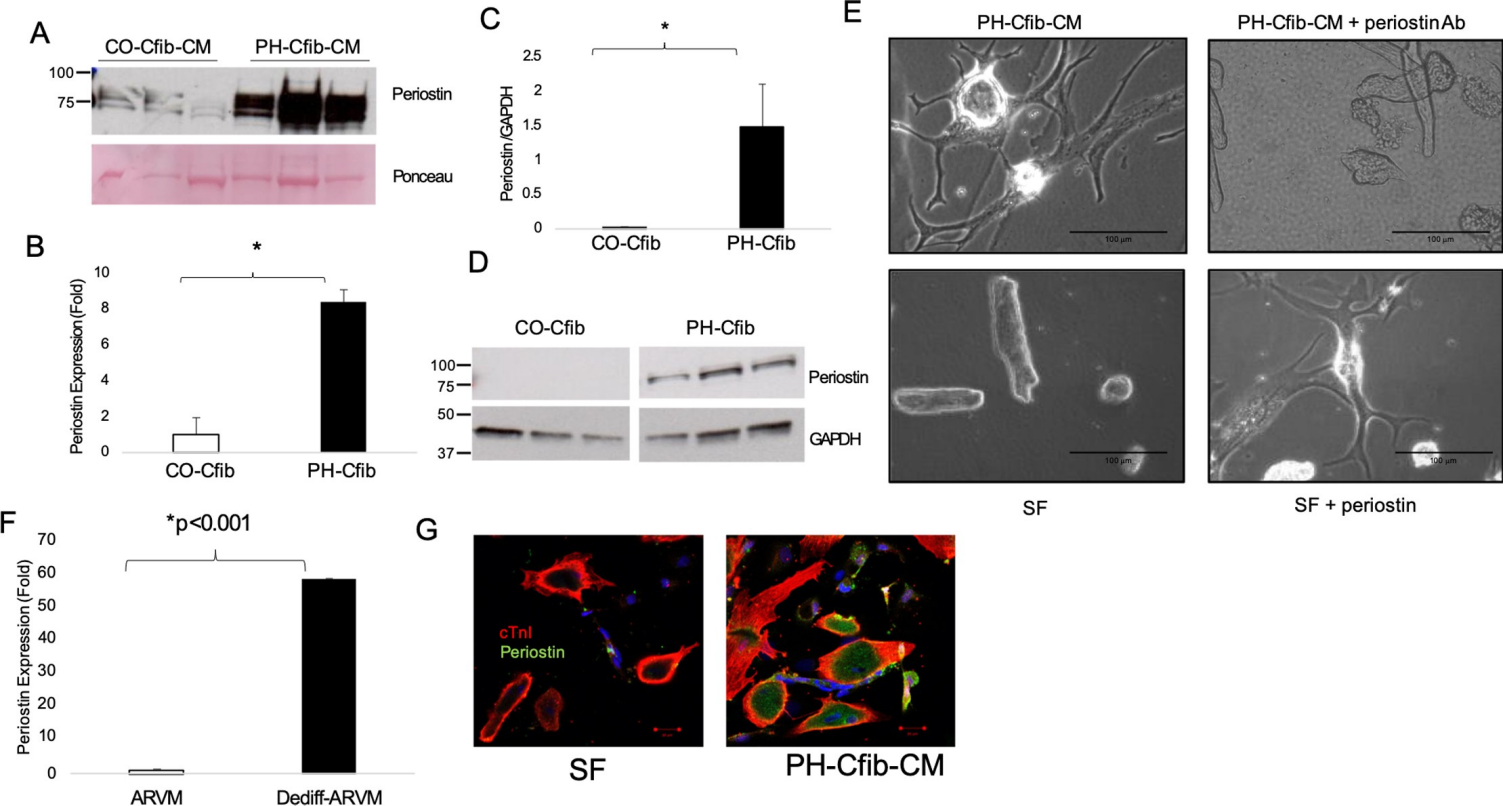
Periostin drives adult myocyte dedifferentiation. A) Periostin is significantly expressed in the PH-CM compared to CO-CM. B) Periostin RNA and C,D) protein expression are significantly higher in PH Cfib compared to CO. E) Immunodepletion of periostin from the PH-CM attenuates dedifferentiation, while addition of recombinant periostin to SF media stimulates dedifferentiation. F) Periostin expression is robustly upregulated in the dedifferentiated myocytes compared to freshly isolated ARVM. G) Periostin protein expression is upregulated in dedifferentiated cells compared to SF-treated. Periostin RNA and protein expression were assessed by qRT-PCR and immunoblotting, respectively. Experiments were performed in 3 PH and 2 CO calves in biological triplicate. *p<0.05 by student’s t-test.

## Discussion

Pulmonary hypertension-induced right heart failure is a devastating disease with poor prognosis. Loss of sarcomeric structure and disorganization of cardiac architecture contributes to the pathogenesis of contractile dysfunction in several cardiac pathologies. Thus, we tested the hypothesis that local factors released by activated RV cardiac fibroblasts resulted in dedifferentiation of ARVM and sarcomeric disarray, which in vivo would lead to reduced contractility and reduced organ-level performance. Here, we show that treatment of ARVM with conditioned media from PH cardiac fibroblasts causes marked and rapid dedifferentiation, an effect mediated through secretion of protein factor(s) from the activated fibroblasts, most likely periostin. Both the dedifferentiated myocytes and the activated fibroblasts then contribute to ventricular and sarcomeric disarray and poor contractile performance (Fig 8), through sarcomeric disarray and extracellular matrix deposition respectively.

**Fig 8:**
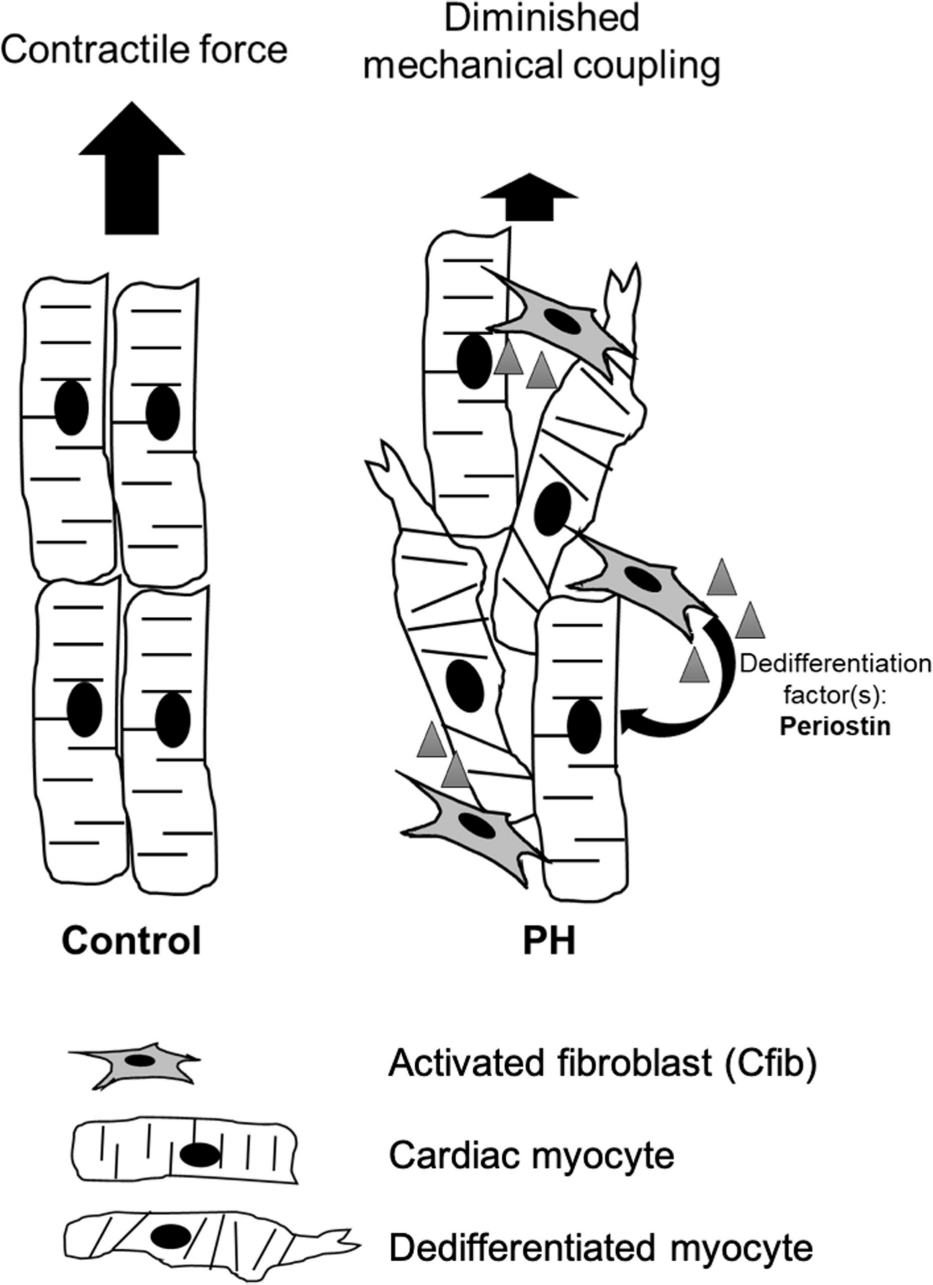
Working model of Cfib-mediated disruption of sarcomeric organization and loss of contractile function. Identification of additional secreted factor(s) which drive dedifferentiation and myocyte plasticity will improve therapeutic strategies.

Our data demonstrate that Cfib PH-CM stimulates dedifferentiation of adult cardiac myocytes to a phenotypically neonatal-like-cell. This is of significant interest as dedifferentiation is a requisite for driving adult cardiomyocytes into a proliferative state for therapeutic repair of the heart. Despite the growing interest in the dedifferentiation of adult cardiomyocytes, the factors which drive dedifferentiation have remained elusive. Further, the physiological or biological impact of dedifferentiation on the remodeling heart remains unclear, though some recent data suggests that though dedifferentiation initially protects the stressed heart, chronically it fails to support cardiac structure and function [19]. While we did not directly assess the contractile impact of dedifferentiation, we hypothesize that dedifferentiated cardiomyocytes exhibit significantly reduced force and therefore contribute dramatically to organ level dysfunction.

Though efforts are still underway in our lab to comprehensively identify all factor(s) responsible for dedifferentiation, we did identify periostin as a significant regulator of this process. Periostin, a 90kDa secreted extracellular matrix protein, is critical for determination of cell fate, proliferation and migration of cancer cells [30, 31], and has been implicated in inflammatory disease including cardiovascular disease [32]. While periostin expression is nearly undetectable in the healthy heart, it is robustly upregulated in response to pathological stress [33–35], with expression thought to be primarily located in the activated myofibroblasts [36–38]. Genetic loss of periostin function from activated fibroblasts attenuates fibrotic remodeling in response to LV pressure overload [39], and delivery of a periostin neutralizing antibody improves post-myocardial infarction remodeling [40]. Here, we report robust upregulation of periostin in RV fibroblasts derived from the PH calf, and secretion of periostin from these activated fibroblasts. These data highlight for the first time a role for periostin in pulmonary hypertension and RV dysfunction and suggest that strategies which interrupt Cfib-mediated expression and secretion of periostin may be therapeutically viable in this disease.

Conversely, the role for periostin in non-fibroblast cell populations remains unresolved. In 2008, Kuhn et al. observed that periostin induced cell cycle reentry in ARVM and that administration of periostin improved cardiac function through stimulation of cardiac regeneration [41]. However, this observation was quickly followed by a report in which periostin did not induce adult cardiomyocyte proliferation using a periostin α-MYHC promoter [42], generating a debate as to whether periostin is truly regenerative. Here, we report that PH-CM induces rapid and robust dedifferentiation, an effect which is attenuated when periostin is removed from the media. Further, administration of recombinant periostin causes rapid and robust dedifferentiation of ARVM. Together, these data strongly support periostin as a mediator of adult myocyte dedifferentiation. Understanding the mechanisms of periostin-mediated dedifferentiation, downstream periostin signaling, and identifying small molecular mediators of this pathway is therefore necessary to harness the therapeutic potential of periostin. Importantly, we speculate that both activation and inhibition of periostin signaling may have therapeutic potential depending on the nature of cardiac insult and the timing of therapeutic intervention.

While our data demonstrate a significant role for periostin in mediating cellular and ventricular changes to hypoxia-induced pressure overload, it is very likely that other mediators are involved in the *in-vivo* adaptation to this insult. It is increasingly recognized that exosomes, small extracellular vesicles carrying a variety of bioactive molecules can regulate cellular performance [43] and exosomes have been implicated in the pathogenesis of cardiac disease. Exosomal packaging of proteins such as HSP60 [44], and of microRNAs [45] has been shown to mediate paracrine signaling between cardiac fibroblasts and cardiac myocytes. Further study is necessary to determine whether exosomes mediate cellular responses in our model.

In conclusion, our data demonstrate that hypobaric hypoxia and RV pressure overload results in activation of the cardiac fibroblasts, secretion of growth factors, cytokines and a variety of other signaling pathways. Importantly, we have been able to identify proteins in the PH Cfib secretome, encoded in the activated Cfib transcriptome, that resulted in activation of specific pathways in the dedifferentiated ARVM. Specifically, we demonstrate a role for Cfib-generated periostin in driving dedifferentiation and propose further work aimed at developing periostin focused therapies to improve fibrotic remodeling while also regulating myocyte dedifferentiation/regeneration.

## Supporting information

S1 Methods Primer sequences for bovine and rat periostin and 18S. Periostin expression was normalized to 18S and expressed relative to CO (Cfib) or freshly isolated ARVM (myocytes).
(PDF) Click here for additional data file.

S1 Video Dedifferentiated myocytes beat autonomously in culture. Adult rat ventricular myocytes (ARVM) were exposed to fibroblast conditioned media from pulmonary hypertension (PH-CM) calves. Exposure of ARVM to serum-free or conditioned media from control calves does not cause robust dedifferentiation. Video was taken at 10 X magnification after 4 days of PH-CM exposure.
(MP4) Click here for additional data file.

S2 Video Addition of 1% fetal calf serum to PH-CM allows cells to be maintained for 35 days during which the beating “islands” of dedifferentiated cells continue to grow, beat, and become more structured in appearance. Video was taken at 4X magnification after 26 days of PH-CM exposure.
(MP4) Click here for additional data file.

S1 Fig A: Cardiac fibroblast conditioned media (CM) from calves with pulmonary hypertension (PH) was fractionated using a 30 kDa centrifugal filter. Retentate (>30 kDa) and filtrate (<30 kDa) volumes were normalized to starting volume and incubated with ARVM. Incubation with >30 kDa fraction resulted in significant dedifferentiation whereas the <30 kDa was associated with ARVM death. B: Heat inactivation of PH-CM. Heat-inactivated PH-CM was incubated with ARVM for up to 21 days and was associated with significantly reduced dedifferentiation and increased ARVM death. Bottom right; red–SMA staining.
(PDF) Click here for additional data file.

S2 Fig Reactome pathway analysis of CO vs PH Fibroblasts using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S3 Fig Oncogenic Signature pathway analysis of CO vs PH Fibroblasts using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S4 Fig Hallmark pathway analysis of CO vs PH Fibroblasts using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S5 Fig GO MF pathway analysis of CO vs PH Fibroblasts using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S6 Fig Transcription Factor Expression profile analysis of CO vs PH Fibroblasts using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S7 Fig KEGG pathway analysis of CO vs PH Fibroblasts using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S8 Fig Biocarta pathway analysis of CO vs PH Fibroblasts using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S9 Fig GO Molecular Function pathway analysis of CO vs PH ARVMs using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S10 Fig Biocarta pathway analysis of CO vs PH ARVMs using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S11 Fig Onc Sig pathway analysis of CO vs PH ARVMs using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S12 Fig Hallmark pathway analysis of CO vs PH ARVMs using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S13 Fig Kegg pathway analysis of CO vs PH ARVMs using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S14 Fig Reactome pathway analysis of CO vs PH ARVMs using GSEA software from the Broad Institute. NES is the normalized enrichment score, which is shown as red bars, and the logP is displayed as either the logP or–logP to indicate enrichment or lack of enrichment in the PH group. Positive values indicate enrichment in the PH group. Negative values indicate a lack of enrichment in the PH group, or enrichment in the CO group.
(PDF) Click here for additional data file.

S1 Table Final enriched genes from RNA-seq from RV cardiac fibroblasts. (XLSX) Click here for additional data file.

S2 Table Final enriched proteins from RV fibroblast secretome. (XLSX) Click here for additional data file.

S3 Table Final enriched genes from RNA-seq from dedifferentiated ARVM. (XLSX) Click here for additional data file.

## Abbreviations

Cfib: cardiac fibroblast
ARVM: adult rat ventricular myocyte
PH: pulmonary hypertension
PH-CM: conditioned media generated from the calf with pulmonary hypertension
CO-CM: conditioned media generated from the control calf
HH: hypobaric hypoxia

# Supplementary material for: The right ventricular fibroblast secretome drives cardiomyocyte dedifferentiation
**Source:** PLoS One. 2019 Aug 2;14(8):e0220573. doi: 10.1371/journal.pone.0220573
**Supplement:** S1 Methods — Periostin expression was normalized to 18S and expressed relative to CO (Cfib) or freshly isolated ARVM (myocytes).

### **Detailed Methods**

The primer sequences are as follows:

Rat periostin Forward: 5'-AGGAGCCGTGTTTGAGACCAT-3'

Rat periostin Reverse: 5'-CGGTGAAAGTGGTTTGCTGTTT-3'

Bovine periostin Forward: 5'-ACTTCACACTCTTTGCTCCC-3'

Bovine periostin Reverse: 5'-CCATGATAGCCTCAGAACACTG-3'

18S Forward: 5'-GCCGCTAGAGGTGAAATTCTTG-3'

18S Reverse: 5'-CTTTCGCTCTGGTCCGTCTT-3'

How the deposited data were processed for this re-analysis (not part of the article)

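RNA sequencing of 12 libraries was analysed, 3 each of Cfib from CO calves, Cfib from PH calves, freshly isolated ARVM and ARVM kept in PH-CM. The authors isolated RNA, depleted ribosomal RNA, sequenced the libraries on a HiSeq4000, aligned bovine reads to BosTau8 and rat reads to RN6 with HISAT2 and StringTie, and normalized count matrices with the geometric method of DESeq2. They kept genes with an expression value greater than 1 in a condition and selected genes by a p-value under 0.05. Both deposited tables hold selected genes only, 2115 for Cfib and 7052 for ARVM. All adjustments for multiple testing, gene list tests and principal components therefore rest on genes that had been chosen for the difference under study.

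The deposited ARVM values are a signal equal to read counts divided by 1 size factor per library. The step of each library was found from its values, and 100% of them were whole multiples of it within 0.01 reads, which gave the reads per gene. The smallest value of 1 PH-CM library corresponds to 2 reads and those of the other libraries to 1 read. The deposited Cfib values are a signal scaled by gene length and library, as FPKM and TPM are, although the paper's methods describe normalized counts. Which unit it is was not settled, no reads were recovered for most genes, and only relative depths were estimated. These rest on few genes, for example 16 of 282 pairs of values of CO Cfib 1 that fell on the step.

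Groups were compared with limma 3.58.1 (R 4.3.3, eBayes with a trend) on log2(value + 1), with Benjamini-Hochberg adjustment over the listed genes and a threshold of 0.05. Gene lists were tested with camera (correlation 0.01), with fry and with camera on an estimated correlation as alternatives, for lists with at least 3 listed members. On the recovered reads, edgeR 4.0.16 (quasi-likelihood test, TMM) and DESeq2 1.42.0 were run. Exact permutation tests, Fisher's exact tests, principal components and the unequal-variance and pooled-variance tests of the deposited values used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The models, thresholds, 7 gene lists for Cfib, 18 for ARVM and most alternatives were fixed before the data were examined. The alternatives covered the pseudocount (0.1 and 10), a minimum mean (5 for Cfib and 50 for ARVM), rescaling by the median of ratios, eBayes without a trend, each library left out in turn, a block for replicate number (Cfib only), the unequal-variance test, a minimum log2 fold change of 1 and other symbols for S2 Table. Added after the values were seen were the averaging of the PH Cfib libraries, the pooled-variance test, edgeR with the authors' size factors and the median of ratios for the S2 Table count. The block assumes that libraries of equal number belong together, for which neither the labels nor the paper give a reason. The correlations of the deviations of libraries of equal number were 0.258, 0.0312 and 0.259.

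Genes were named in the text by a rule. It takes the genes of proteins that the paper's text names, the 16 proteins of Fig 5C, the 5 largest rises and 5 largest falls of each experiment among called, fully separated genes with a mean of at least 10 in the higher group, and up to 3 called members with the largest change in each list. The values of Postn, Myh6 and ACTA2 and the first entries of S1 and S3 Tables had been seen when the rule was set. Other genes are marked in the text as chosen after their values were seen. The lists for cell cycle, imprinted genes, and sterol and fatty acid synthesis in Cfib and the leukocyte markers are reported in the closing section, as are the lists for hypoxia, growth factors, cytokines, myofibroblast, sarcomere, fetal program, mitochondrial metabolism and cell markers in ARVM and the myofibroblast list in Cfib. The lists of imprinted genes and of sterol and fatty acid synthesis were the 2 written after the largest changes had been seen.

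S1 and S3 Tables were held in part, with 1998 and 1999 entries, and no overlap or enrichment test was run on them. Their gene values were taken from the deposited tables instead. S2 Table was held in full. The supplementary figures, mass spectrometry values, qRT-PCR, imaging and the GSEA of the authors were not analysed here. A further item of the paper is not reported here. Rat gene positions come from GRCr8, in which 6570 of the 7052 symbols were found, 6964 with synonyms, and no bovine annotation was used here. In a test on simulated data with 200 genes changed by a log2 fold change of 2, limma recovered 197 of 200 among 2115 genes with 12 other calls at the Cfib design, and 193 among 7052 genes with 9 other calls at the ARVM design. At the ARVM design edgeR recovered 193 with 10 other calls and DESeq2 191 with 14.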

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

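The camera and fry tests of the cell cycle list and of the ARVM marker lists were planned, and those of imprinted genes and of sterol and fatty acid synthesis were set before their own results were seen, while the tests of explanations for the cell cycle genes and the ARVM markers and all tests of the leukocyte markers in Cfib were chosen only after the result was seen.

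Cell cycle genes, which the main text of the paper does not discuss for Cfib, were lower in PH Cfib in 36 of 36 listed members of a list of 50, with a median log2 fold change of −2.65 (adjusted p = 1.31e-14 from camera and 5.39e-05 from fry, and 0.342 with an estimated correlation). All 36 passed the limma threshold over all listed genes and adjusted over the list alone. Rescaling by the median of ratios left a median of −2.83, which argues against the scaling of the libraries. With each library left out in turn, the median ran from −2.76 to −2.53. Leaving out a library cannot turn the direction of fully separated genes, but the size of the fall did not rest on a single library. The growth state of the cultures at harvest, such as confluence or passage, cannot be told apart from a difference between CO and PH cells. No table gives it per library, and the 36 genes would fall in both cases. The paper's methods describe confluent, serum-free cultures of low passage, without a record per library. A lower rate of division in cells of PH calves stays open, untested.

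Genes of sterol and fatty acid synthesis were lower in PH Cfib in 15 of 15 listed members of a list of 33, with a median log2 fold change of −1.12 (adjusted p = 5.15e-07 from camera over the 2 added lists and 0.0275 with an estimated correlation). FADS2 and FABP3, which led to the list, had log2 fold changes of −3.72 and −4.71, and SCD one of −2.52. FABP3 is counted among the 15, although it is a fatty acid binding protein and not a synthesis enzyme. Without FADS2 and FABP3, 13 of 13 were lower, against the direction of the other listed genes (two-sided Fisher's exact test, p = 6.94e-06, treating genes as independent). A shared fall of this pathway is therefore a candidate explanation. The median after the median of ratios was −1.40, so scaling alone does not account for it. Serum lipids in the medium or the growth state of the cultures were not tested. The paper describes confluent fibroblasts that were washed and kept in serum-free medium before harvest or passage.

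H19 rose in PH Cfib with a log2 fold change of 6.64, the largest at a pseudocount of 1 but not at 0.1 or 10, and the main text of the paper does not name it. IGF2, the imprinted gene paired with it on the added list, rose by a log2 fold change of 4.58. All 8 listed members of a list of 26 imprinted genes were higher, with a median log2 fold change of 1.81 (adjusted p = 0.00238 from camera and 0.0505 with an estimated correlation). Leaving out H19 and IGF2, 6 of 6 were higher (two-sided Fisher's exact test, p = 0.0872). A shared rise of imprinted genes and separate rises of H19 and IGF2 cannot be told apart, because 6 listed genes are too few. A difference between calves in age or genetic background was not tested either.

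Leukocyte markers were higher in PH-CM ARVM in 17 of 18 listed members of a list of 20, with a median log2 fold change of 4.54 (adjusted p = 0.000979 from camera and 0.224 with an estimated correlation), although the paper treats these cultures as myocytes. Cd74, named after its value was seen, was the exception, at −3.90. Lyz2 rose from 40.8 ± 14.3 to 6237 ± 1358 normalized counts (SD, n = 3), and C1qc had a log2 fold change of 7.53 (7.09 to 8.40 with each library left out). Aif1 had 2 reads in freshly isolated and 613 in PH-CM ARVM, a ratio of 212 with a 95% counting interval from 58.4 to 1754, and both freshly isolated reads were in 1 library. Cardiac fibroblast markers rose in 16 of 18 listed members of a list of 20, with a median log2 fold change of 4.14 (adjusted p = 0.000177 from camera). Endothelial markers went the other way, with 14 of 16 listed lower and a median of −1.07 (adjusted p = 0.00115 from camera). A lower share of myocytes alone would have raised the markers of the other cell types alike, so these opposite directions argue against it as the whole cause. Fibroblasts and leukocytes carried over from the isolation that grew in the 7 days of culture cannot be told apart from expression of these genes by the dedifferentiating myocytes, because the 17 higher leukocyte markers are the pattern itself and decide neither. No leukocyte marker is on another of the lists and 12 of the 18 had reads in every freshly isolated library, while 10 of the 18 fibroblast markers are on another list.

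Leukocyte markers were also higher in PH Cfib in 7 of 8 listed members of the same list of 20, with CD14, named after its value was seen, lower (log2 fold change −1.42). The levels were low, with a highest PH mean of 7.53 among the 7. C1QA and C1QB were listed at 0 in all 3 CO libraries. Leukocytes in the PH cultures cannot be told apart from low expression by the fibroblasts with 7 genes at these levels, and no biological explanation was tested.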

How the results depend on the processing

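The averaging of the PH Cfib libraries, the pooled-variance test, edgeR with the authors' size factors and the median of ratios for the S2 Table count were the tests chosen only after the results were seen.

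No gene or list named in the text and past its threshold changed direction under any alternative that was run. The number of genes past the threshold in Cfib ran from 1910 to 2052 with each library left out in turn, 1983 with the replicate block and 1658 with a minimum mean of 5. It was 720 with a log2 fold change of at least 1, a stricter criterion by construction, and 1038 with the PH libraries averaged, which leaves 4 samples by construction and assumes that the lone PH sample varies like the CO libraries. In ARVM, the number ran from 6452 to 6695 with each library left out, and was 3405 with a log2 fold change of at least 1.

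The share of component 1 in Cfib ran from 92.5% to 97.6% with each library left out, highest without CO Cfib 3, and was 89.4% with genes scaled to unit variance. In ARVM it ran from 88.1% to 92.5% with each library left out, and was 96.8% without the log transformation, 83.2% with a pseudocount of 0.1 and 94.6% with a pseudocount of 10. The cause was not tested.

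With fry, 6 of the 7 Cfib lists and 17 of the 18 ARVM lists passed the threshold, and with an estimated correlation 0 of these planned lists passed in either experiment. For these the cause was not tested. With each library left out, 3 Cfib lists and 10 ARVM lists passed in every case. The number of S2 Table transcripts that were higher was 34 with each library left out, as it must be where all listed genes are fully separated, 31 after the median of ratios and 20 with a log2 fold change of at least 1, a stricter criterion by construction.

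Among the other named genes, 9 pairs of a gene and an alternative in Cfib and 5 in ARVM lost the call, while 469 and 902 pairs stayed the same. With the 2 added Cfib lists counted, the lists lost a call in 4 cases in Cfib and 10 in ARVM, all with the estimated correlation, and gained one in 6 and 7 cases. THBS1 in Cfib lost its call with the PH libraries averaged (adjusted p = 0.0759, with a range over the alternatives from 6.47e-05), as did FZD4 (0.0600, from 8.07e-06). Tnf in ARVM lost its call without freshly isolated library 4 (adjusted p = 0.0577, log2 fold change 0.50) and without each PH-CM library in turn (0.0696, 0.0507 and 0.104), with a range over the alternatives from 0.0186 to 0.104. Il10 lost its call with DESeq2 (adjusted p = 0.118, with a range from 0.00141).

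Depth limits the fold changes of the 285 ARVM genes without a read in freshly isolated and the 28 without a read in PH-CM libraries to bounds. In Cfib, where 7 genes were at 0 in all CO and 4 in all PH libraries, the unknown depth allows no bound.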

Differences from the paper's values

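The tests of the genes of Figs 4E and 6E and of the p-value columns of S1 and S3 Tables, the pooled-variance test and the averaging of the PH libraries were chosen only after the result was seen.

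For periostin in the dedifferentiated ARVM, the paper's reported value is nearly 60-fold by qRT-PCR, and RNA sequencing gave 125-fold. Under every alternative set before the data were examined the value also differed, from 110-fold with a pseudocount of 10 to 139-fold without freshly isolated library 4. The samples of the qRT-PCR were not analysed here.

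For β-MYHC, the paper's value is about 2.5-fold in Fig 3C, read by eye, by qRT-PCR, and Myh7 was 1.41-fold higher in PH-CM than in freshly isolated ARVM. Every alternative set before the data were examined gave a value that differed, with log2 fold changes from 0.41 to 0.58, both with a PH-CM library left out. For α-MYHC, Myh6 was at 0.0209 of its level in freshly isolated ARVM, which did not differ from Fig 3C.

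The paper draws most genes of the heat maps in Fig 6E as higher in dedifferentiated ARVM. Over the whole set of 87 genes, 51 were listed for ARVM and 30 of these had the direction drawn. Of the genes drawn as higher, 10 of 17 listed for GPCR signaling and 14 of 23 listed for AKT signaling were higher, and of those drawn as lower, 3 of 6 and 3 of 5 were lower. After rescaling by the median of ratios, 13 of 23 and 17 of 28 had the direction drawn. In Cfib, all 87 genes had the direction drawn, so the heat maps may not show the ARVM values.

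The paper states from GSEA that hypoxia pathways were activated in PH Cfib. On the list of 47 hypoxia response genes written here, 14 of the 17 listed were lower (median log2 fold change −0.84). Of the lower genes, 9 are glycolysis enzymes. This list passed with camera (adjusted p = 0.00104) but not with an estimated correlation (0.342). The gene sets of the paper were not used here, so the 2 results rest on different genes and tests. For the extracellular matrix the paper states the same, and 38 of 40 listed genes were higher. It describes message for cytokines, and 8 of the 13 listed cytokine and chemokine genes were lower. Of the 17 listed growth factors, 13 were higher. Every gene drawn in Fig 4E had the direction drawn, with TGFB3 drawn in both heat maps.

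The paper reports enrichment of growth factor activity in Cfib and of TGFβ signaling and GPCR activity in ARVM. The lists for these did not pass with camera (adjusted p = 0.0680, 0.200 and 0.316), and each passed with fry (1.88e-05, 0.000128 and 0.000346). The growth factor list also passed with a minimum mean of 5, after the median of ratios and, in a setting chosen after seeing the values, with the PH libraries averaged.

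The paper names periostin as one of the top proteins of the Cfib secretome. S2 Table, which lists enriched proteins only, holds 0 entries for it, and by RNA POSTN ranked 19 among the rises in PH Cfib. By immunoblot, the paper reports more periostin in PH than in CO media and Cfib. Those blots were not analysed here, and the missing entry does not speak against them.

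The legend of Fig 5C describes 16 proteins whose transcripts rose in PH Cfib. Of these, 6 were listed as higher, 1 as lower and 9 were not listed. Adding other symbols for S2 Table brought in 1 gene, ANXA8L1, which is lower and not in Fig 5C. The counts printed in Fig 5B match those found here, 1262 genes higher, 137 proteins and 34 shared.

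The paper states that p-values came from an unequal-variance test and were adjusted. In S1 Table, 1998 of 1998 p-values held were equal within 0.5% to the unadjusted unequal-variance p of the deposited values, and 55 were equal to the pooled-variance p. In S3 Table, 1997 of 1997 matched p-values were equal within 0.5% to the unadjusted pooled-variance p, and 72 to the unequal-variance p. With the unequal-variance test, 2108 of the 2115 Cfib genes and 6164 of the 7052 ARVM genes had an unadjusted p under 0.05; with the pooled-variance test, chosen after seeing the values, 2115 and 7052 had.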

Other observations

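The regroupings of the libraries, the share of small p-values and the simulated principal components were set before their results were seen; the camera tests of the lists were planned, and the tests of explanations for the hypoxia and sarcomere genes and the tests of genes in both experiments, of the likeness of the PH Cfib libraries and of Fig 6E were chosen only after the result was seen.

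Of the 10 ways to split the 6 Cfib libraries 3 against 3, 1, the real one, gave as many genes past the threshold, and the same held for 1 of 10 in ARVM. With 10 splits this share cannot fall under 0.05, so chance cannot be excluded by regrouping, and the genes were chosen for the real split. If chance alone had filled the lists, 10% of listed genes would have an unadjusted p under 0.005 in the test of each supplementary table. The share was 28.7% (607 genes) in Cfib and 54.5% (3844 genes) in ARVM, above this expectation. The expectation treats genes as independent, while genes vary together across libraries, so these shares cannot exclude chance either.

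Selection of genes by the group difference is enough to separate the groups on component 1, as it did in 100 of 100 simulated tables without a group difference whose genes were kept by an unequal-variance test. The share of component 1 in these tables was at most 80.7%, against 89.4% to 97.6% in Cfib over the settings tried. Selection in the simulated tables thus gave the separation but did not reach the share seen in Cfib.

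Several proteins that the paper's text names, as measured, as background or in a pathway, have transcripts in the ARVM table, in PH-CM against freshly isolated ARVM. Myh6 had a log2 fold change of −5.58 (standard error 0.10, adjusted p = 4.37e-08 from limma), Myh7 of 0.49 (0.11, 0.00411), Acta2 of 5.07, Actn2 of −1.95, Tnni3 of −4.35 and Atp2a2 of −2.74. Il6 fell by a log2 fold change of −3.16, Tnf rose by 0.81 (adjusted p = 0.0304 from limma), and Il10 had 2 reads in freshly isolated and 21 in PH-CM ARVM, a ratio of 7.26 with a 95% counting interval from 1.78 to 63.9, and both freshly isolated reads were in 1 library. Thbs1 had a log2 fold change of 4.32, Tgfb1 of 1.21 and Igf1r of 0.76. In Cfib, ACTA2 had a log2 fold change of 1.23 (standard error 0.15, adjusted p = 0.000425 from limma) and THBS1 of 1.70. HSPD1 was listed in neither experiment.

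Of 40 adult sarcomere and excitation-contraction genes, 33 were listed for ARVM, 31 lower and 2 higher, with a median log2 fold change of −2.28 (adjusted p = 1.89e-10 from camera). Mb had a log2 fold change of −6.62 and Myl2 of −5.44. If a lower share of myocytes alone had lowered them, all would have fallen alike, but 22 of the 33 lay more than 3 standard errors from the median, with quartiles at −3.15 and −1.26, which argues against it as the whole cause. A fall of these genes within the myocytes, with or without a lower share of myocytes, stays open. Of 43 mitochondrial energy metabolism genes, 42 were listed and 42 lower, with a median of −2.22 (adjusted p = 2.07e-17 from camera), led by Cox8b (−6.76), Ckmt2 (−5.27) and Hadh (−3.46). Of 14 fetal program genes, 10 were listed, 3 higher and 7 lower, with a median of −0.70 (adjusted p = 0.111 from camera), led by Acta1 (−5.67), Myl7 (−5.14) and, in the other direction, Acta2 (5.07).

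The remaining ARVM lists were tested as well. Of 47 hypoxia response genes, 34 were listed, 18 higher, with a median log2 fold change of 0.43 (adjusted p = 0.942 from camera), led by Slc2a3 (5.51, from 3.63 to 6.52 with each library left out), Aldoc (4.38, from 3.78 to 4.71) and Stc2 (3.71). Of 61 growth factor genes, 38 were listed, 27 higher, with a median of 1.65 (0.0950), led by Nov (6.81, from 5.67 to 7.77 with each library left out), Nrg1 (5.94, from 5.51 to 6.82) and Fgf10, at least 52.5-fold higher. Of 41 cytokine genes, 25 were listed, 17 higher, with a median of 1.03 (0.342), led by Ccl20 (5.31), Cxcl9 (−4.78) and Il18, at least 21.4-fold higher. Of 22 myofibroblast and smooth muscle contractile genes, 19 were listed, 13 higher, with a median of 2.02 (0.0950), led by Actg2 (7.84), Cnn1 (6.91, from 5.99 to 7.44 with each library left out) and Tagln (6.35). Of 15 pericyte and smooth muscle markers, 14 were listed, 9 higher, with log2 fold changes from −2.37 to 7.84 (0.316), and Ndufa4l2 had a log2 fold change of 3.67. The endothelial markers with the largest changes were Vwf (−2.89), Tek (−2.43) and Kdr (−1.78). In Cfib, 8 of 22 myofibroblast genes were listed, 6 higher, with a median of 0.52 (adjusted p = 0.320 from camera), led by FHL1 (1.79), ACTA2 and MYH11 (0.96). All listed members named in this and the preceding paragraph's lists passed the limma threshold, over all listed genes and adjusted over the list alone.

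The lower hypoxia response genes in PH Cfib included 9 of 9 listed glycolysis enzymes. If fewer dividing cells had lowered glycolysis alone, the other members would not be lower as a set. Of these 8, 5 were lower and 3 higher, with a median of −0.51, so this explanation and a general fall of hypoxia genes cannot be told apart with 8 genes going both ways.

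The 3 PH Cfib libraries differed from each other by less than the CO libraries. The spread per gene was larger among CO than among PH libraries for 606 of the 853 genes higher in CO Cfib (median coefficient of variation 11.1% against 5.73%), which argues against a selection of genes with a small spread in the higher group as the whole cause. For 132 low genes whose values gave whole reads, chi-square per degree of freedom was 1.22 among PH libraries, close to 1.01 in simulated sampling noise, and for 170 genes it was 3.24 among CO libraries. With an added coefficient of variation of 25%, the simulation gave 1.97. One culture sequenced as 3 libraries may explain such values, but it cannot be told apart from 3 animals with little difference between them, since no genotype or culture record was analysed here.

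The heat maps of Fig 6E are labelled as ARVM. A source in the ARVM libraries would require the genes listed for ARVM to have the direction drawn. This held for 30 of the 51 listed. The deviations within groups of the shades correlated with those of the ARVM values with r = 0.0836. Both values argue against the ARVM libraries as the source for these 51 genes. The Cfib libraries are a candidate source. All 87 genes are listed for Cfib with the direction drawn, and the shades of the 6 cells of each gene correlated with its 6 Cfib values with r from 0.985 to 1.00 (median 0.997), with r = 0.973 for the deviations within groups. Genes are not independent replicates, and the shades were read from the image.

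Both experiments list 1178 genes. Of those higher in PH Cfib, 496 were higher and 199 lower in PH-CM ARVM, and of those lower, 323 were higher and 160 lower, shares of 71.4% and 66.9% (two-sided Fisher's exact test, p = 0.108). Whether a shared direction exists cannot be told apart from none, because both tables hold selected genes. Across these genes, Pearson's r was −0.013 and Spearman's rho 0.0326. Of the 34 S2 Table transcripts higher in PH Cfib, 30 were listed for ARVM and 27 of these were higher.

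Of the reads on the genes listed for ARVM, Rmrp took 1.73% to 2.17% in freshly isolated and 3.84% to 5.30% in PH-CM libraries, and Rn18s took 1.41% to 1.83% and 0.660% to 0.971%. Of 71 listed ribosomal protein genes, 69 were higher in PH-CM ARVM, with a median log2 fold change of 0.55. These were chosen after their values were seen, and no biological explanation was tested.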
